# Plant breeding involving genetic engineering does not result in unacceptable unintended effects in rice relative to conventional cross‐breeding

**DOI:** 10.1111/tpj.14895

**Published:** 2020-07-19

**Authors:** Qingsong Liu, Xiaowei Yang, Vered Tzin, Yufa Peng, Jörg Romeis, Yunhe Li

**Keywords:** *Oryza sativa*, genetic engineering, unintended effect, transcriptome, metabolome

## Abstract

Advancements in ‐omics techniques provide powerful tools to assess the potential effects in composition of a plant at the RNA, protein and metabolite levels. These technologies can thus be deployed to assess whether genetic engineering (GE) causes changes in plants that go beyond the changes introduced by conventional plant breeding. Here, we compare the extent of transcriptome and metabolome modification occurring in leaves of four GE rice lines expressing *Bacillus thuringiensis* genes developed by GE and seven rice lines developed by conventional cross‐breeding. The results showed that both types of crop breeding methods can bring changes at transcriptomic and metabolic levels, but the differences were comparable between the two methods, and were less than those between conventional non‐GE lines were. Metabolome profiling analysis found several new metabolites in GE rice lines when compared with the closest non‐GE parental lines, but these compounds were also found in several of the conventionally bred rice lines. Functional analyses suggest that the differentially expressed genes and metabolites caused by both GE and conventional cross‐breeding do not involve detrimental metabolic pathways. The study successfully employed RNA‐sequencing and high‐performance liquid chromatography mass spectrometry technology to assess the unintended changes in new rice varieties, and the results suggest that GE does not cause unintended effects that go beyond conventional cross‐breeding in rice.

## Significance Statement

We compared the biological variation at mRNA and metabolite levels among four genetically engineered rice lines and nine conventionally bred rice cultivars that represent a range of genetic and phenotypic diversity in rice. The results provide evidence that genetic engineering does not cause unintended effects that go beyond conventional cross‐breeding in rice.

## INTRODUCTION

Genetic engineering (GE) is widely used to introduce desirable traits such as insect resistance, disease resistance, herbicide tolerance, drought tolerance and improved nutrition in crops (ISAAA, 2018). Amongst, the insect‐resistant GE (IRGE) crops producing insecticidal proteins, crystal and vegetative insecticidal proteins derived from the bacterium *Bacillus thuringiensis* (Bt) have been widely grown worldwide (ISAAA, 2018). During 2018, in total, 104 million hectares of Bt‐transgenic IRGE crops including soybean (*Glycine max*), cotton (*Gossypium* species), maize (*Zea mays*) and, to a small extent, eggplant (*Solanum melongena*) and sugarcane (*Saccharum officinarum*) were planted (ISAAA, 2018). The wide growth of Bt crops has provided area‐wide suppression of some major lepidopteran crop pests such as pink bollworm (*Pectinophora gossypiella*) (Carrière *et al*., 2003), cotton bollworm (*Helicoverpa armigera*) (Wu *et al*., 2008), European corn borer (*Ostrinia nubilalis*) (Hutchison *et al*., 2010; Dively *et al*., 2018) and corn earworm (*Helicoverpa zea*) (Dively *et al*., 2018), leading to a significant decrease of broad‐spectrum chemical insecticide application (Klümper and Qaim, 2014; NASEM, 2016; Brookes and Barfoot, 2018; Li *et al*., 2020).

In contrast to the general acceptance of crops obtained by conventional breeding and associated food products, IRGE crops are subjected to rigorous evaluation. Common concerns are the potential adverse effects on the environment and on human health. The latter, in particular, appears to be an important factor delaying the commercial use of IRGE crops in many countries, including China (Li *et al*., 2020). Sources of potential harm caused by GE plants can be separated into two broad categories of change, i.e., intended changes and unintended changes (Ladics *et al*., 2015). Both are addressed in the pre‐market risk assessment for any novel GE crop. As the intended changes in a GE plant concern the introduced genetic material and the related desired trait, in general, the associated risks can be anticipated and assessed (Ladics *et al*., 2015). In contrast, unintended changes can hardly be anticipated and are difficult to be detected raising caution when assessing the risk of GE plants (Ladics *et al*., 2015; Schnell *et al*., 2015; NASEM, 2016; Wang *et al*., 2018b). Unintended changes could be materialized because of gene insertion, random mutation, somaclonal variation, pleiotropy, position effect, or the tissue culture process during the development of GE plants (Miki *et al*., 2009; Ladics *et al*., 2015; Schnell *et al*., 2015). Typically, unintended changes are addressed by profiling the GE plant using compositional analysis (Herman and Price, 2013) and phenotypic characterization (Horak *et al*., 2007).

The advancements in omics‐based systems biology including genomics, transcriptomics, proteomics and metabolomics profiling have greatly enhanced the possibilities to analyze unintended changes in plants and these techniques have been shown to be powerful approaches for identifying changes in GE plants, as has been demonstrated for example for Arabidopsis, rice, maize, soybean, barley and pigeon pea (Kuiper *et al*., 2001; Ouakfaoui and Miki, 2005; Ricroch *et al*., 2011; Gong and Wang, 2013; Herman and Price, 2013; Wang *et al*., 2018b; Tan *et al*., 2019). However, in most study cases comparative analyses were restricted to one GE line and its closest non‐GE counterpart. These results commonly revealed certain differences in the transcriptomes, proteomes and metabolomes of the tested plants (Ricroch *et al*., 2011; Gong and Wang, 2013; Wang *et al*., 2018b). However, such results can hardly tell whether such differences are specific to plant GE breeding other than conventional breeding and whether they represent safety problems and their value for risk assessment is thus questionable (Raybould and Macdonald, 2018). So far, little effort has been made to compare the potential unintended effects brought by GE and by conventional plant breeding approaches (Batista *et al*., 2008; Gong *et al*., 2012; Wang *et al*., 2018b). Recently, a tiered evaluation strategy for analyzing unintended changes in crops using ‐omics technologies was proposed by experts from the National Academics of Science, Engineering and Medicine, which highly recommend that unintended changes in a new GE variety should be evaluated by comparison with a set of conventionally bred cultivars, but not just with their parental isolines (NASEM, 2016).

Rice (*Oryza sativa*) is an important staple food for more than half of the population in China (Li *et al*., 2020). Rice production is constrained by a complex of insect pests, among which lepidopterans such as the rice striped stem borer (*Chilo suppressalis*), yellow stem borer (*Scirpophaga incertulas*) and rice leaf roller (*Cnaphalocrocis medinalis*) can cause substantial yield losses (Li *et al*., 2020). To control these pests in an efficient and environmentally friendly way, dozens of IRGE rice lines expressing Bt proteins, have been developed in China, and multiple lines exhibited high efficacy in target pest control (Chen *et al*., 2006, 2011; Liu *et al*., 2016; Li *et al*., 2020). When assessing the risks of Bt rice, most studies were target‐oriented and focused on the intended effects, while little attention was paid to the unintended effects (Xue *et al*., 2012; Li *et al*., 2017; Fu *et al*., 2019).

In the current study, we compared the biological variation at mRNA and metabolite levels among four GE rice lines and nine conventionally bred rice cultivars that have a close genetic relation with the GE rice lines (Figure 1). We performed two of the omics‐based systems biology approaches including transcriptomics using RNA‐sequencing (RNA‐seq) and metabolomics using high‐performance liquid chromatography mass spectrometry (HPLC‐MS), and investigated these datasets. Based on these results, the potential unintended effects caused by two different plant breeding methods were analyzed comparably.

**Figure 1:**
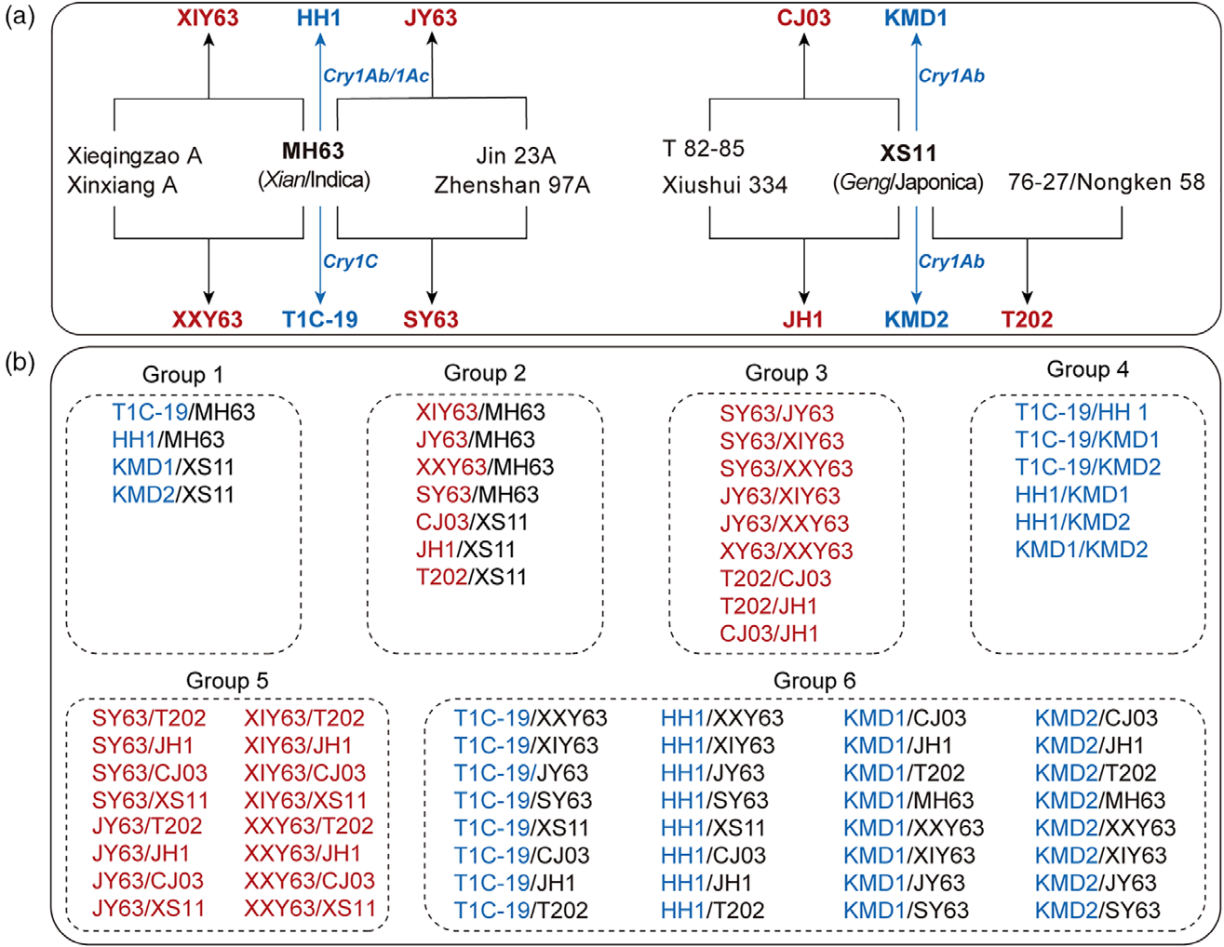
Genetic relations among the studied rice lines and grouping comparison design for the analyses. (a) Genetic relations among the studied rice lines. (b) Experimental design for pairwise comparisons for gene expression and metabolite accumulations between different rice lines. Group 1, comparisons between Bt rice lines and their non‐Bt parental rice plants; group 2, comparisons between conventional cross‐breeding rice lines and their parents; group 3, comparisons between conventional cross‐breeding rice lines with the same parents; group 4, comparisons between Bt rice lines; group 5, comparisons between conventional cross‐breeding rice lines; group 6, comparisons between Bt rice lines and conventional cross‐breeding non‐Bt rice lines. HH1: Huahui No.1, MH63: Minghui 63, KMD1: Kemingdao 1, KMD2: Kemingdao 2, XS11: Xiushui11, XY63: Xieyou 63, JY63: Jinyou 63, XXY63: Xinxiangyou 63, SY63: Shanyou 63, CJ03: Chunjiang 03 jing, JH1: Jiahua 1, T202: Tai 202. Rice lines with red, blue and black colour represent the conventional cross‐breeding lines, GE lines and the parents of conventional cross‐breeding lines or GE lines, respectively. Bt, *Bacillus thuringiensis*; GE, genetic engineering.

## RESULTS

### Evaluating the rice lines transcriptome

We decided to analyze leaf material, as leaves are important plant organs due to their role in many important biological functions such as photosynthesis, respiration and transpiration. 

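Leaf transcriptomes were measured in 13 rice lines, sampled at the tillering stage 5 weeks after transplanting. They comprised 4 GE lines carrying insecticidal genes of Bacillus thuringiensis (Bt), 7 conventionally bred lines and the 2 parental varieties MH63 and XS11. T1C-19 and HH1 were derived from MH63, and KMD1 and KMD2 from XS11. XIY63, XXY63, SY63 and JY63 were bred with MH63 as a parent, and CJ03, JH1 and T202 with XS11. Each line had 3 replicates, and each replicate was a pool of leaf sections from 5 plants, giving 21 libraries of 7 XI lines and 18 libraries of 6 GJ lines. The authors aligned the clean reads to the IRGSP-1.0 genome with HISAT2, counted reads per gene with featureCounts and deposited FPKM values per gene in each library. Of the gene identifiers, 37830 are loci of the reference annotation, 18239 are predicted genes that carry only a running number, 53216 are Ensembl Plants identifiers and 430 are other non-coding identifiers. The FPKM values of a gene stood in whole-number ratios between libraries, so the number of reads behind each value could be computed. All 1036152 values above 0 gave whole reads within 0.01 of a read. Between 3989871 (HH1, replicate 2) and 8318607 (MH63, replicate 3) reads per library lay on genes, with a median of 5492832. This was 16.0% to 19.2% of the clean reads listed for the same library in Table S1. The same table lists 88.46% to 94.04% of reads as uniquely mapped, and the reason for the low share was not found. The read numbers of a library could thus be off by a common factor. This would change depths, read thresholds and bounds that rest on reads, but not the FPKM. Among the lines, HH1 had the lowest depth with 4187467 ± 182592 reads (SD, n = 3), and MH63 the highest with 7520590 ± 954640 (SD, n = 3). The read total used by the authors for each library's FPKM, divided by that library's median-of-ratios size factor, was 5566924 in every library, so the deposited FPKM already include that scaling and not plain read totals.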

In total, 39 RNA‐seq libraries were constructed, resulting in approximately 22–51 million clean reads per library; the guanine‐cytosine content accounted for 52%–57% of these reads (Table S1). Using the rice IRGSP‐1.0 as a reference genome, 90%–96% of the clean reads were mapped, with the unique mapping rates ranging from 88% to 94%. Gene structure analyses showed that most of the mapped reads (91%–94%) were distributed in exons (Table S1). These results suggested that the transcriptome datasets, generated from 13 rice lines, is sufficient for further analyses of comparison within and between the different lines.

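Over the 44421 genes with a read in at least 1 library, the Pearson correlation of log2(FPKM + 1) between replicates of the same line ranged from 0.950 to 0.974 in 39 pairs, with a median of 0.965. These are correlations across genes, which are not independent replicates. For libraries of different lines of the same subspecies the correlation was 0.877 to 0.963 (median 0.930, 324 pairs), and for libraries of different subspecies it was 0.791 to 0.869 (median 0.842, 378 pairs). The lowest correlation within a line was therefore above the median, but below the highest value, of pairs of different lines of 1 subspecies. No pair of replicates had reads that differed by as little as sampling noise, since the chi-square per gene between replicates was 6.04 or more, so all 39 libraries were treated as separate samples. In a single library 23875 (HH1, replicate 2) to 28613 (T1C-19, replicate 3) genes had at least 1 read. HH1 had the fewest detected genes of all lines, 24085 ± 207 (SD, n = 3), against 27215 ± 921 (SD, n = 3) in its parent MH63.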

### Analyzing gene expression

The RNA‐seq dataset was normalized to fragments per kilobase of transcript per million mapped read values to quantify the levels of gene expression, including 44 425 genes (Table S2). 

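In the deposited FPKM values, 44421 genes were above 0 in at least 1 of the 39 libraries and 14473 genes in every library. The detected genes comprised 23924 loci of the reference annotation, 13738 predicted genes, 6728 Ensembl Plants identifiers and 31 other non-coding identifiers. Of the Ensembl Plants identifiers, 87.4% were at 0 in every library, against 36.8% of the reference loci and 24.7% of the predicted genes. A single read on a gene of 1 kb corresponded to an FPKM of 0.110 in the deepest library (MH63, replicate 3) and of 0.251 in the shallowest (HH1, replicate 2), so low values are resolved more coarsely in HH1.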

A principal components analysis (PCA) was performed on all 39 transcriptomic datasets to obtain a global view of the gene expression across the 13 rice lines. As shown in Figure 2(a), the first two principal components (PCs) explain 36.5% (PC1), and 21.6% (PC2) of the total variance, respectively. 

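For the PCA, the FPKM of each library were divided by the library median over the genes above 0 in every library, multiplied by the mean of the medians and transformed as log2(x + 1), and each of the 44421 genes was then centred and scaled to unit variance, after the steps named in the paper's data analysis. PC1 explained 20.3% and PC2 12.6% of the variance, and PC3 explained 5.15%. Without scaling to unit variance PC1 explained 43.3% and PC2 10.5%, and over the 19559 genes with a mean of at least 1 they explained 31.4% and 19.9%.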

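The mean PC1 score was 178 units higher in the 6 GJ lines than in the 7 XI lines (exact two-sided permutation test of line means over all splits of 6 against 7 lines, p = 0.0006, the smallest p that this design allows). All 18 GJ libraries had positive PC1 scores, the lowest being 37.6 (CJ03, replicate 1), and all 21 XI libraries had negative scores, the highest being -29.6 (HH1, replicate 2). The line means ran from 68.6 ± 28.3 (SD, n = 3) in CJ03 to 127 ± 17.9 (SD, n = 3) in XS11 among GJ lines, and from -124 ± 14.0 (SD, n = 3) in T1C-19 to -33.8 ± 5.29 (SD, n = 3) in HH1 among XI lines.

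**Figure D1:**
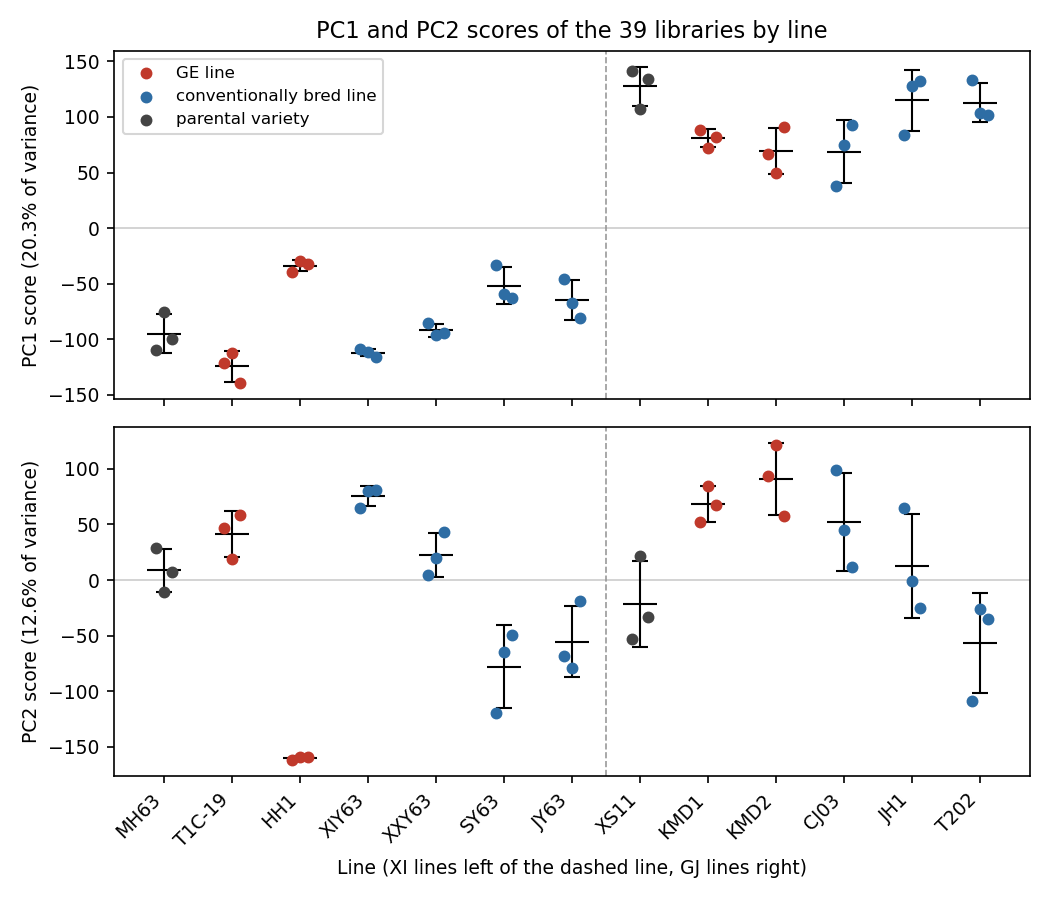
PC1 scores (upper panel) and PC2 scores (lower panel) of the 39 libraries, by line; points are libraries, horizontal bars are means of 3 replicates and whiskers are SD. All GJ libraries lie above 0 and all XI libraries below 0 on PC1, and the 3 HH1 libraries lie near -160 on PC2.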

PC1 revealed a clear separation between *Geng/*Japonica (GJ) rice lines (Xiushui 11, XS11; Chungjiang 03 jing, CJ03; Jiahua 1, JH1; Tai202, T202; Kemingdao1, KMD1; Kemingdao 2, KMD2) and *Xian/*Indica (XI) rice lines (Minghui63, MH63; Shanyou 63, SY63; Xieyou 63, XIY63; Xinxiangyou 63, XXY63; Jinyou 63, JY63; Huahui no. 1, HH1; T1C‐19). However, for both rice subspecies (GJ and XI), the first two PCs could not separate the GE lines or conventionally bred rice lines from their parental lines, and GE lines from the conventionally bred lines. 

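Within XI, the PC1 means of the 2 GE lines and the 5 other lines differed by 4.03 units (exact two-sided permutation test over 21 splits, p = 0.905) and their PC2 means by -54.1 units (p = 0.524, same exact test). Within GJ, the 2 GE lines were 30.9 units below the 4 other lines on PC1 (difference -30.9, exact permutation test over 15 splits, p = 0.333) and 82.9 units above them on PC2 (p = 0.133, same exact test). With 15 splits the smallest p is 0.0667, so a difference within GJ could not have reached 0.05. Single lines stood further apart on PC2 than their replicates did. HH1 had a mean of -160 ± 1.47 (SD, n = 3), below SY63 at -78.1 ± 37.2 and JY63 at -55.3 ± 31.9, and far from its parent MH63 at 8.58 ± 19.7. T1C-19, the other GE line derived from MH63, was at 41.3 ± 20.4 on PC2. KMD1 (68.2 ± 16.1) and KMD2 (91.0 ± 32.2) were higher than their parent XS11 (-21.6 ± 38.6), and the conventionally bred CJ03 was at 52.0 ± 44.0 on the same side. Between line means, PC2 followed the percentage of reads in introns (Pearson's r = 0.978 in XI and 0.974 in GJ). The PC2 positions of single lines can thus not be told apart from differences in this percentage.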

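Ward clustering of the Euclidean distances between the 13 line means, on the values used for the PCA, put all 13 lines with their own subspecies when the tree was divided into 2 clusters. This held for each transformation and subset of replicates that was tried. Distances between lines of different subspecies were 231 to 306 units (42 pairs, median 255), and those between lines of the same subspecies were 145 to 288 units (36 pairs, median 193), so the ranges overlapped. With 4 clusters, HH1 was grouped with SY63 and JY63, and T1C-19 with MH63, XIY63 and XXY63. HH1, SY63 and JY63 had the lowest percentages of reads in introns among the XI lines (1.67, 1.95 and 2.16). The other XI lines had 2.47 to 3.04. In GJ, XS11, T202 and JH1 (1.66 to 1.99) were likewise parted from CJ03, KMD1 and KMD2 (2.32 to 2.52). The 4 clusters can thus not be told apart from a grouping by this percentage. The line nearest to HH1 was SY63 (193 units), and its parent MH63 was farther away at 225 units, whereas T1C-19 was nearest to MH63 (169 units). KMD1 and KMD2 were nearest to each other (170 units).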

Consistently, rice lines belonging to the GJ or XI subspecies were clustered in the same class in a hierarchical way, respectively (Figure 2b).

**Figure 2:**
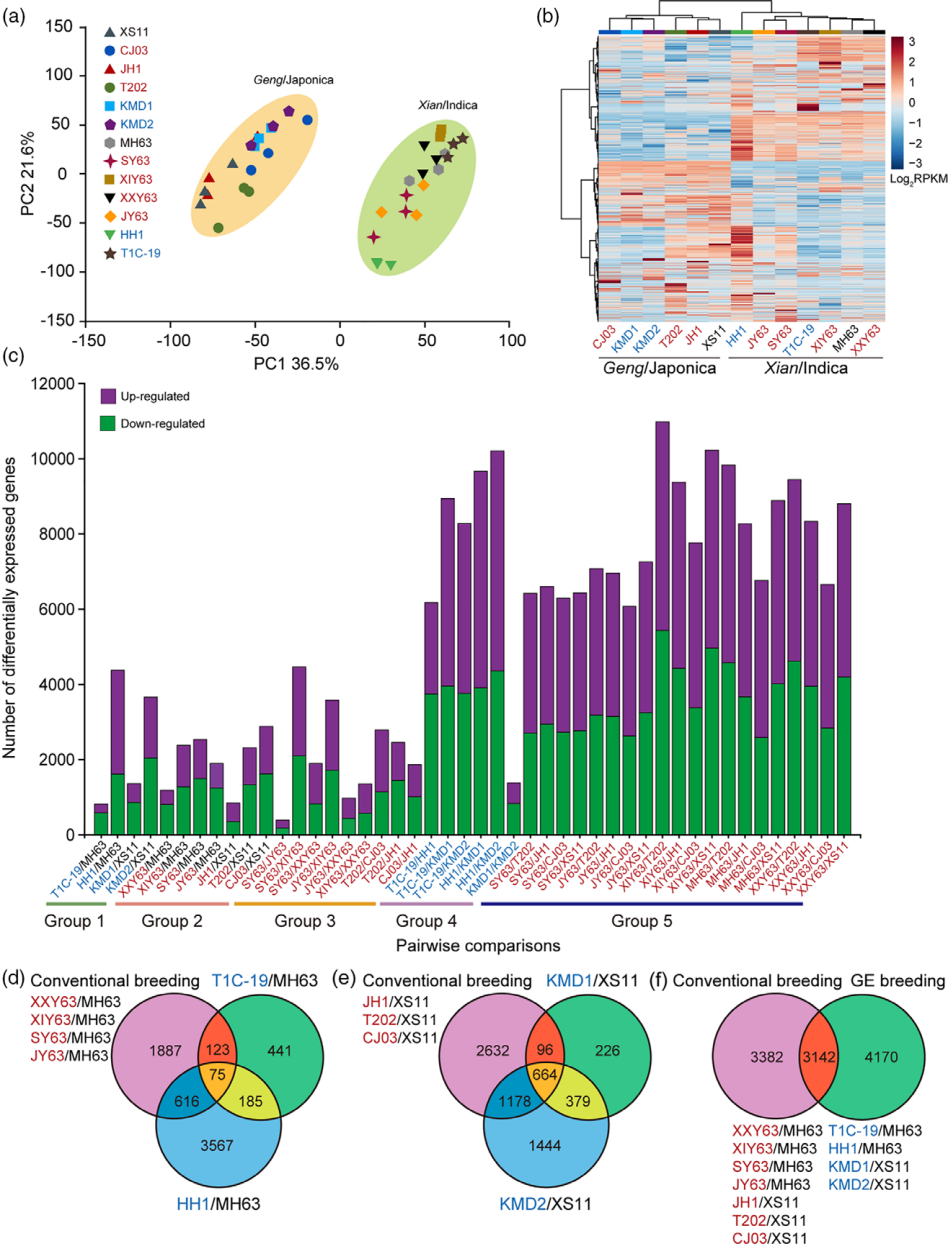
Overall description of transcriptome data. (a) Principal components (PCs) analyses of gene expression levels in leaves of 13 rice lines. Score plot of the first two PCs with the explained variance. (b) Hierarchical clustering of 13 rice lines using the total detected gene expression data. In the heatmap, each rice line is visualized in a single column and each gene is represented by a single row. Gene expressions are shown in different colors, where red indicates high abundance and low relative expression is shown in blue (color key scale right of the heatmap). (c) Pairwise comparisons of differentially expressed genes (DEGs) between different rice lines. (d–f) Venn diagrams depicting the unique and shared DEGs among *Xian*/Indica subspecies (d), among *Geng*/Japonica subspecies (e), and between lines obtained by conventional breeding or genetic engineering (GE) breeding (f). RPKM, reads per kilobase of transcript, per million mapped reads.

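The 13 lines form 78 pairs, and each pair was tested from its 6 libraries alone. A linear model was fitted to log2(FPKM + 1) of the genes with an FPKM of at least 0.5 in at least 3 of the 6 libraries, and the lines were compared with limma's moderated test, in which the variance trend ran over each gene's mean log2 number of reads. DEGs had a Benjamini-Hochberg adjusted p-value below 0.05 and a fold change of at least 2 or at most 0.5 on the log2(FPKM + 1) scale, which understates the change of genes with low values. The thresholds are those of the paper, whose authors tested with DESeq2. Percentages are DEGs per 100 genes with a read in any of the 6 libraries. In libraries simulated from the MH63 means with 200 genes changed among 20269 tested, the same procedure called 196 genes, recovered 95.5% of the changed genes in the right direction, and 2.6% of its calls were genes that had not been changed. In simulated libraries without any change it called 0 of 20310 genes. Only well-read genes were changed, by a fixed fold change above the threshold. All simulated genes had the same dispersion between replicates (0.0436), and libraries had no shared deviations. These shares therefore do not give the sensitivity or the false calls of the real comparisons. Replicates with the same number are pools of different plants, so the main model had no block for the replicate number.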

Subsequently, differentially expressed genes (DEGs) of the 13 rice lines based on the different grouping comparisons described in Figure 1 were screened, showing distinct differences in gene expression among the lines. 

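Across the 78 comparisons, the number of DEGs ranged from 211 between SY63 and JY63 to 9166 between XIY63 and T202, which is 0.622% and 25.4% of the genes detected in the 6 libraries of each pair. The 42 comparisons between an XI and a GJ line had 5174 to 9166 DEGs, and the 36 comparisons between lines of 1 subspecies had 211 to 6844. Of the alternatives tried, counting per 100 tested genes moved the highest percentage most, to 41.1%.

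**Figure D2:**
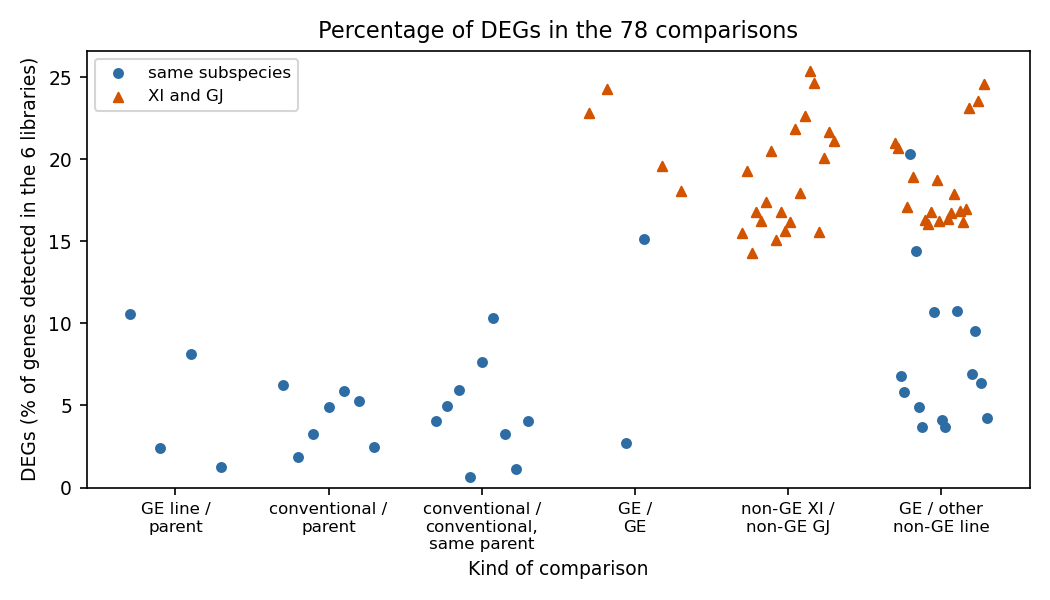
DEGs as a percentage of the genes detected in the 6 libraries (vertical axis) for each of the 78 pairs of lines, by kind of comparison (horizontal axis); circles are pairs within 1 subspecies and triangles pairs of an XI and a GJ line. Pairs between the subspecies start at 14.3%, and pairs within a subspecies reach 20.3%.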

In total, 394–10 980 DEGs ranging from 1.29% to 33.60% were detected in the total genes among the 78 group comparisons (Figure 2c, Figure S1 and Table S3). 

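By kind of comparison, the percentage of DEGs ran from 1.28% (T1C-19/MH63) to 10.6% (HH1/MH63) in the 4 comparisons of a GE line with its parent, and from 1.85% (JH1/XS11) to 6.24% (CJ03/XS11) in the 7 comparisons of a conventionally bred line with its parent. In the 9 comparisons between conventionally bred lines with the same parent it ran from the lowest value of all comparisons (SY63/JY63) to 10.3% (XIY63/SY63). Between GE lines it was lowest for KMD1/KMD2 (2.73%, 953 DEGs) and highest for HH1/KMD2 (24.3%, 8611 DEGs), and the only other pair within a subspecies, T1C-19/HH1, had 5184 DEGs (15.1%). The 20 comparisons of a non-GE XI line with a non-GE GJ line ran from 14.3% (JY63/CJ03) to the highest value of all comparisons (XIY63/T202). Between a GE line and a line other than its own parent or another GE line, the lowest percentage was 3.69% (KMD1/JH1) and the highest 24.6% (T1C-19/XS11). Expressed per 100 tested genes instead of per 100 detected genes, the lowest and highest percentages were 2.19% and 17.6% for GE lines and their parents and 3.05% and 10.3% for conventionally bred lines and their parents.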

Pairwise comparisons showed that the percentage of DEGs on the total detected genes (%) ranged from 2.63 to 14.57 between a Bt line and its non‐Bt parental line, from 2.81 to 9.31 between a conventional breeding line and its parental line, from 1.29 to 14.49 between each of the conventionally bred lines with the same parental line, from 4.39 to 31.73 between Bt rice lines, and from 18.53 to 33.60 between all non‐GE rice lines. Specifically, the number of DEGs between T1C‐19 and MH63 were 824, of which, 590 were upregulated, and 234 were downregulated. 

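Between T1C-19 and MH63, 452 of 20619 tested genes were DEGs, 372 upregulated and 80 downregulated in T1C-19, so 82.3% of the DEGs were upregulated. With 1 of the 6 libraries left out in turn the number ranged from 215 to 453, and in the alternatives that kept all 6 libraries it ranged from 301 without a filter on low FPKM to 675 with voom. The DEGs comprised 218 reference loci, 213 predicted genes and 21 Ensembl Plants identifiers. The 2 genes with the largest increase and the 2 with the largest decrease, among DEGs whose 3 + 3 libraries did not overlap, were chosen by a rule set before the data were examined; chance alone separates 10% of genes in this way. The files do not pair their identifiers with gene names, and list predicted genes by a running number only. EPlOSAG00000051466, an entry of 66 bases, had an FPKM of 194 ± 9.24 (SD, n = 3) in T1C-19 from 79 to 89 reads per library and no read in MH63, which is at least 27.1-fold higher than an FPKM of 7.17, the level of 3 reads (log2 fold change 7.61, standard error 0.20, adjusted p = 5.99e-06 from limma's moderated test with Benjamini-Hochberg adjustment). A predicted gene of 2440 bases had an FPKM of 64.6 ± 16.7 (SD, n = 3) in T1C-19. It had at most 1 read per library in MH63. In T1C-19 it was at least 333-fold higher than the 3-read level (log2 fold change 5.95, standard error 0.21, adjusted p = 1.09e-05 from the same limma test). EPlOSAG00000051466 was above 0 in 11 lines and this predicted gene in 8, T1C-19 included. Reads on these genes were therefore not specific to T1C-19. EPlOSAG00000001991, an entry of 84 bases, had at most 1 read per library in T1C-19 and an FPKM of 35.2 ± 23.3 (SD, n = 3) in MH63 from 15 to 33 reads, at least 6.42-fold lower in T1C-19 (log2 fold change -4.01, standard error 0.55, adjusted p = 0.00867 from the same limma test). Its adjusted p was between 0.00608 and 0.0609 in the alternatives with all replicates, and it was not called without a filter on low FPKM or, at an adjusted p of 0.0529 by the same limma test, with the percentage of reads in introns as a covariate. Another predicted gene, of 433 bases, had an FPKM of 1.18 ± 2.05 (SD, n = 3) in T1C-19 and 15.9 ± 8.46 (SD, n = 3) in MH63 (log2 fold change -3.19, standard error 0.66, adjusted p = 0.0476 from the same limma test), and it was not called with a pseudocount of 0.1 (adjusted p = 0.0642), with the replicate block (adjusted p = 0.108) or without a filter on low FPKM (adjusted p = 0.178). By the same limma test it was also not called in thinned libraries (adjusted p = 0.0583), with limma's default variance trend (adjusted p = 0.0846), with voom (adjusted p = 0.0545) or in 4 of the 6 tests with 1 library left out. Reads of such short entries, and of predicted genes that overlap other genes, could have been divided among genes in the authors' counting, so these values are uncertain.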

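HH1 had 3518 DEGs against MH63, of which 1479 were upregulated and 2039 downregulated. In 42.0% of the DEGs expression was thus higher in HH1. The share was 34.2% when FPKM were computed over plain read totals and 51.7% without a minimum fold change. It was 57.8% with the percentage of reads in introns as a covariate and 61.05% with the guanine-cytosine percentage. KMD1 had 819 DEGs against XS11, 466 upregulated and 353 downregulated, and KMD2 had 2803, of which 1379 were upregulated and 1424 downregulated. The shares of upregulated DEGs, 56.9% in KMD1 and 49.2% in KMD2, depended on the scaling between libraries. With FPKM over plain read totals in place of the deposited scaling, the median log2 fold change of all tested genes rose by 0.18 for KMD1/XS11 and by 0.24 for KMD2/XS11, and 83.9% and 74.5% of the DEGs were upregulated. Without a minimum fold change, 45.2% of the KMD1 DEGs were upregulated, and with a pseudocount of 0.1, 52.3% of the KMD2 DEGs were. KMD1 and XS11 libraries with the same replicate number deviated together from their line means (mean correlation 0.14), and with the replicate number as a block KMD1/XS11 had 1099 DEGs. The corresponding correlations were 0.079 for KMD2/XS11 and 0.037 for HH1/MH63. With single libraries left out, the number for KMD1/XS11 ranged from 87 without KMD1 replicate 3 to 1786 without XS11 replicate 2. With the percentage of reads in introns as a covariate there were 240 DEGs for KMD1/XS11 and 947 for KMD2/XS11.

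**Figure D3:**
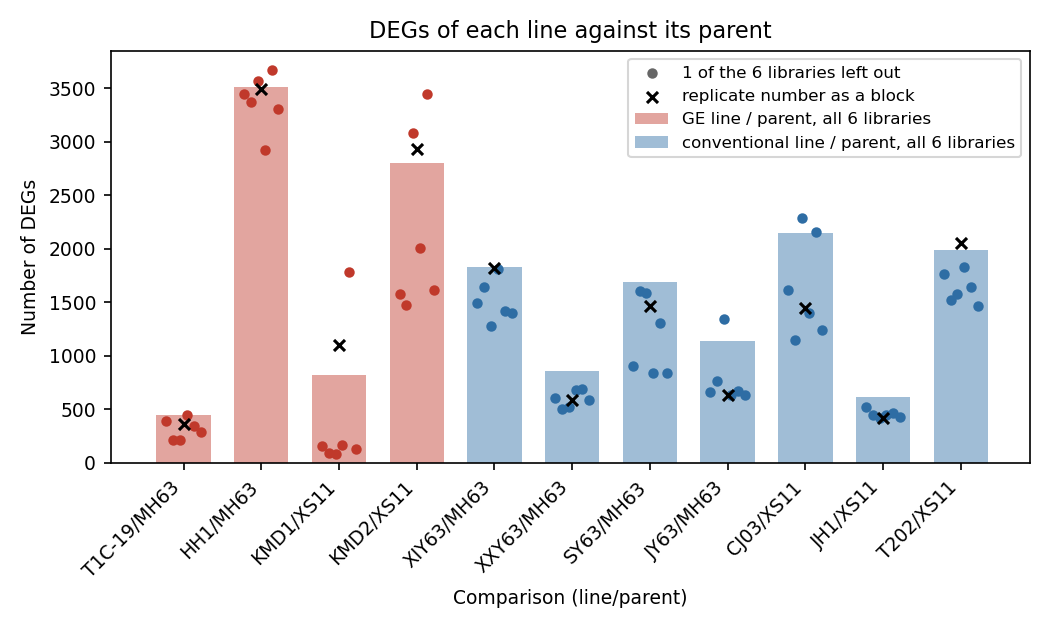
Number of DEGs (vertical axis) of each GE line and each conventionally bred line against its parent (horizontal axis); bars show all 6 libraries, points the tests with 1 of the 6 libraries left out, and crosses the test with the replicate number as a block. HH1/MH63 has the tallest bar (3518), and KMD1/XS11 spreads from 87 to 1786.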

More DEGs were downregulated than upregulated in the comparison between HH1 and MH63, while more genes were upregulated than downregulated in the group comparisons of KMD1/XS11 and KMD2/XS11. Similarly, a higher proportion of upregulated DEGs were also found in conventional cross‐breeding rice lines compared with their parents except for the comparison between JH1 and XS11, of which 356 genes were upregulated and 492 genes were downregulated. 

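For the 4 conventionally bred lines with MH63 as a parent, more DEGs were upregulated than downregulated. XIY63 had 1047 upregulated and 785 downregulated DEGs, XXY63 had 619 and 236, SY63 had 1021 and 671, and JY63 had 741 and 402. Of the lines with XS11 as a parent, T202 had 1120 upregulated and 867 downregulated DEGs, JH1 had 290 upregulated and 330 downregulated, and CJ03 had 1040 upregulated and 1113 downregulated. The share of upregulated DEGs in CJ03, 48.3%, was above 50% in some alternatives, among them a pseudocount of 0.1 (50.5%), all 39 libraries in 1 model (52.1%) and FPKM over plain read totals (63.2%, with the median log2 fold change of all tested genes raised by 0.16). Libraries with the same replicate number deviated from their line means in opposite directions in CJ03/XS11 (mean correlation -0.10) and together in T202/XS11 (mean correlation 0.10). With the replicate number as a block, the total number of DEGs was 1445 for CJ03/XS11 and 2054 for T202/XS11.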

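Each GE line was compared with the conventionally bred lines of its own subspecies and of the other one. T1C-19 had 1504 to 3364 DEGs against the 4 conventionally bred XI lines, all more than against its parent. HH1 had fewer DEGs against SY63 (1911) and JY63 (2273) than against its parent, and more against XXY63 (4827) and XIY63 (6844). KMD1 had 1264 to 3728 DEGs against the 3 conventionally bred GJ lines, all more than against XS11. KMD2 had fewer DEGs against JH1 (1272) and CJ03 (1440) than against XS11, and more against T202 (3758). Within the subspecies, 10 of 14 such comparisons had more DEGs than the GE line and its parent, and all 14 comparisons with conventionally bred lines of the other subspecies did, with 5899 to 8721 DEGs.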

The number of DEGs between GE lines and non‐GE parental rice lines were, in most cases, less than those between GE rice lines and conventionally cross‐breeding rice lines (Figure S1a). 

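The 36 comparisons between non-GE lines included both the lowest and the highest number of DEGs of all 78 comparisons. Among them, the 16 comparisons between non-GE lines of 1 subspecies had at most 3524 DEGs (XIY63/SY63). As numbers of DEGs, the 4 GE lines against their parents lay inside this narrower range, with only 1 of the 16 comparisons above HH1/MH63. As a percentage of detected genes, HH1/MH63 (10.6%) was above XIY63/SY63 (10.3%). The highest percentage among the GE lines against their parents was above the highest between conventionally bred lines with the same parent in 10 of the 16 alternatives, for instance with voom (15.5% against 14.3%), and below it in 6. Those 6 were a mean of at least 10 reads (9.11% against 9.32%), all 39 libraries in 1 model (10.7% against 11.0%), the replicate number as a block (10.5% against 10.8%), FPKM over plain read totals (10.4% against 10.7%), and the percentage of reads in introns (2.75% against 7.16%) or the GC percentage (7.25% against 10.2%) as a covariate.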

Overall, the number of DEGs between Bt rice lines and their parents were within the normal range of gene expression changes among non‐GE rice lines (Figure 2c).

The distribution of DEGs was calculated for each comparison and presented in Venn diagrams (Figure 2d–f). The DEGs in the grouped comparison between conventional breeding rice lines and their parent were pooled together as one group because these lines were all developed by conventional cross‐breeding and have been commercialized in China for many years. 

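With the DEGs of the 4 conventionally bred lines pooled, 6412 genes were DEGs against MH63 in at least 1 of the 6 lines derived from it. Of these, 259 were DEGs only in T1C-19, 2622 only in HH1 and 2532 only in conventionally bred lines. T1C-19 and HH1 shared 90 DEGs, 61 of them changed in the same direction in both lines. Against XS11, 5429 genes were DEGs in at least 1 of the 5 lines, of which 192 were DEGs only in KMD1, 1361 only in KMD2 and 2378 only in conventionally bred lines. Among the conventionally bred lines, 2215 genes were DEGs against MH63 in exactly 1 line and 216 in all 4, and 2551 were DEGs against XS11 in exactly 1 line and 175 in all 3. All comparisons within a subspecies use the same 3 libraries of the parent, so their DEGs are not independent.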

As shown in Figure 2(d–f), the distribution of DEGs was genotype‐specific. 

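In XI, 43 genes were DEGs in T1C-19, in HH1 and in at least 1 conventionally bred line against MH63. Of these, 22 changed in the same direction in every line in which they were DEGs, 15 upward and 7 downward. In GJ, 263 genes were DEGs in KMD1, in KMD2 and in at least 1 conventionally bred line against XS11, and 248 of them had the same direction in every such line, 129 upward and 119 downward. If the lists had been independent, 6.39 such genes would be expected in XI against 38 observed among the 18250 genes tested in all 6 comparisons, and 13.3 in GJ against 225 observed among 18479 genes. The lists share the libraries of the parent, which alone could raise the overlap. The contrast therefore cannot show that the lines share changes. Only 4 genes in XI and 31 in GJ were DEGs in every comparison with the parent. With replicate 1, 2 or 3 of every line left out, which leaves 2 libraries per line, 8 to 14 genes were shared in XI and 22 to 35 in GJ.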

Although a large number of DEGs was detected in pairwise comparisons, when compared with their common parents, there were still a number of genes (75 for XI rice lines and 664 for GJ rice lines) expressed that were consistently different among lines developed by conventional cross‐breeding and GE breeding (Figure 2d,e). We also compared the distribution of DEGs between rice lines developed by conventional cross‐breeding and GE breeding regardless of their genetic background, and found that the two breeding methods shared 3142 DEGs (Figure 2f). These results suggest that both conventional cross‐breeding and GE breeding methods could change the expression of non‐target genes.

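Over both subspecies, 2490 genes were DEGs in at least 1 GE line and at least 1 conventionally bred line against their parents. A further 3480 genes were DEGs only in GE lines and 3912 only in conventionally bred lines. With all 39 libraries in 1 model the numbers were 3194, 3230 and 4378, and 2297 of the 2490 shared genes were shared in that model too. With the intron percentage as a covariate in it they were 1255, 1054 and 4748, and 896 of the 2490 genes were still shared. Over all alternatives the shared number ran from 618 without replicate 3 of every line to 5370 without a minimum fold change.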

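Predicted genes made up 39.8% (T202/XS11) to 50.2% (XXY63/MH63) of the DEGs in the 11 comparisons of a line with its parent, while they made up 35.4% to 36.8% of the tested genes. The predicted genes were more often DEGs than reference loci with similar numbers of reads in all 11 comparisons, by a factor of 1.08 (T202/XS11) to 1.75 (XXY63/MH63). Lines with a higher intron percentage tended to have more of their reads on predicted genes, from 13.2% in HH1 (intron percentage 1.67) to 21.8% in XIY63 (3.04). The factor was nevertheless highest in XXY63/MH63, where the intron percentage differed by -0.04. A link between the factor and the intron percentage was not tested. From the genes that differed from the parents in lines of both breeding methods, the paper proposes that both methods could change the expression of genes other than the target genes.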

### Functional enrichment analysis of DEGs

To gain more insights into the function of DEGs among different comparisons, we conducted Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the DEGs in a total of 44 pairwise group comparisons. Interestingly, no significantly enriched biological process GO terms was found in 15 pairwise group comparisons (Table S4). In the remaining 29 comparisons, different biological process terms were enriched in specific comparisons, with DNA integration as the most popular GO terms (Table S4). Similarly, KEGG enrichment analyses indicated that no significantly enriched pathway term was found in 26 pairwise group comparisons (Table 1). In the remaining 18 comparisons, the DEGs are involved in different pathways, with ribosome as the most popular pathway term (Table 1). Specifically, in group 1, there were no significant enriched pathways of the DEGs in the comparisons of T1C‐19/MH63, HH1/MH63 and KMD2/XS11. Photosynthesis was the only significant enriched pathway of DEGs between KMD1 and XS11 (Table 1). In group 2, the DEGs mainly involved in diterpenoid biosynthesis, phenylalanine metabolism, phenylpropanoid biosynthesis and mitogen‐activated protein kinase signaling pathway‐plant. In group 3, there were no significantly enriched KEGG terms of DEGs in most comparisons, with plant–pathogen interaction and phenylalanine metabolism, phenylpropanoid biosynthesis and phenylalanine metabolism, and plant–pathogen interaction are significantly enriched in the comparisons of XIY63/XXY63, T202/JH1 and CJ03/JH1, respectively. In groups 4 and 5, there were no significantly enriched KEGG terms of DEGs in most comparisons.

**Table 1:** Kyoto Encyclopedia of Gene and Genomes (KEGG) pathway enrichment analyses of differentially expressed genes (DEGs) of pairwise comparisons between different rice lines

Group	Comparisons	KEGG ID	Description	Adjusted *P* value	Number of DEGs
Group 1	T1C‐19/MH63	–			
	HH1/MH63	–			
	KMD1/XS11	osa00195	Photosynthesis	1.37E‐03	7
	KMD2/XS11	–			
Group 2	XXY63/MH63	osa00904	Diterpenoid biosynthesis	1.16E‐02	4
	XIY63/MH63	osa00904	Diterpenoid biosynthesis	1.24E‐03	7
		osa00360	Phenylalanine metabolism	5.10E‐03	7
		osa00940	Phenylpropanoid biosynthesis	3.40E‐02	11
		osa00053	Ascorbate and aldarate metabolism	3.40E‐02	5
		osa04626	Plant–pathogen interaction	3.40E‐02	10
	SY63/MH63	osa04075	Plant hormone signal transduction	5.95E‐03	16
		osa04016	MAPK signaling pathway‐ plant	1.32E‐02	10
		osa00904	Diterpenoid biosynthesis	3.03E‐02	5
	JY63/MH63	osa00904	Diterpenoid biosynthesis	8.33E‐04	6
		osa04016	MAPK signaling pathway ‐ plant	1.36E‐02	8
	JH1/XS11	osa00360	Phenylalanine metabolism	2.95E‐03	5
		osa00940	Phenylpropanoid biosynthesis	1.14E‐02	7
	T202/XS11	osa03010	Ribosome	5.19E‐03	22
		osa04075	Plant hormone signal transduction	2.19E‐02	16
Group 3	CJ03/XS11	–			
	SY63/JY63	–			
	SY63/XIY63	–			
	SY63/XXY63	–			
	JY63/XIY63	–			
	JY63/XXY63	–			
	XIY63/XXY63	osa04626	Plant–pathogen interaction	1.02E‐03	8
		osa00360	Phenylalanine metabolism	1.41E‐02	4
	T202/CJ03	–			
	T202/JH1	osa00940	Phenylpropanoid biosynthesis	3.55E‐03	15
		osa00360	Phenylalanine metabolism	3.55E‐03	8
	CJ03/JH1	osa04626	Plant–pathogen interaction	1.49E‐02	11
Group 4	T1C‐19/HH1	–			
	T1C‐19/KMD1	osa03010	Ribosome	5.50E‐09	73
	T1C‐19/KMD2	osa03010	Ribosome	1.36E‐04	59
	HH1/KMD1	–			
	HH1/KMD2	–			
	KMD1/KMD2	–			
Group 5	SY63/T202	–			
	SY63/JH1	–			
	SY63/CJ03	–			
	SY63/XS11	–			
	JY63/T202	–			
	JY63/JH1	osa03010	Ribosome	8.26E‐04	47
	JY63/CJ03	–			
	JY63/XS11	osa03010	Ribosome	5.10E‐08	58
	XIY63/T202	–			
	XIY63/JH1	osa03010	Ribosome	3.56E‐19	99
	XIY63/CJ03	–			
	XIY63/XS11	osa03010	Ribosome	5.07E‐16	98
	MH63/T202	–			
	MH63/JH1	osa03010	Ribosome	3.25E‐05	59
	MH63/CJ03	–			
	MH63/XS11	osa03010	Ribosome	1.06E‐08	69
	XXY63/T202	–			
	XXY63/JH1	osa03010	Ribosome	1.67E‐05	62
	XXY63/CJ03	–			
	XXY63/XS11	osa03010	Ribosome	1.00E‐07	69

–, No significantly enriched pathways; MAPK, mitogen‐activated protein kinase.

We also performed KEGG pathway enrichment analyses of the unique and shared DEGs of comparisons showed in Figure 2(d–f). Unique DEGs in KMD2/XS11 are significantly enriched in phenylalanine, tyrosine and tryptophan biosynthesis, shared DEGs in GJ rice lines are significantly enriched in beta‐alanine metabolism, and unique DEGs in cross‐breeding are significantly enriched in plant hormone signal transduction (Table S5). Not surprisingly, these pathways are involved in plant basic metabolic processes, and none of the pathways mentioned are involved in detrimental pathways. There were no significant enriched pathways of the unique DEGs in the other subgroups (Table S5).

### Metabolomic differences in leaves among rice lines

In the present study, we profiled the metabolic changes in leaves of all 13 rice lines. In total, 821 metabolites were detected, with a range from 812 to 819 in XIlines, and from 805 to 809 in GJ lines (Table S6). The 821 metabolites were grouped into 32 classes, with the majority belonging to the classes of flavone, organic acids and flavone C‐glycosides (Figure S2 and Table S6). In addition, few metabolites from the classes of proanthocyanidins, pyridine derivatives, terpenoids and nicotinic acid derivatives were detected (Figure S2 and Table S6).

To investigate the total composition of the metabolomics difference in leaves of the different rice lines, a PCA plot for the accumulation of metabolites was conducted. The PCA score scatter plots for all samples are shown in Figure 3(a), where the abscissa and the ordinate represent the scores of PC1 and PC2, respectively. The first two PCs explain 36.6% and 10.1% of the total variance, respectively. The PC1 showed a clear separation between rice lines with different genetic backgrounds. For both rice subspecies (XI and GJ), the first two PCs could not separate the GE lines or conventionally bred lines from their parental lines, and GE lines from conventionally bred lines (Figure 3a). Consistently, clustering analysis of the 821 metabolites from the 13 rice lines showed that the XI and GJ subspecies were clustered into distinct groups (Figure 3b). Specifically, Bt rice lines clustered more closely with their common parental lines than the conventional cross‐breeding lines in both XI and GJ genetic background.

**Figure 3:**
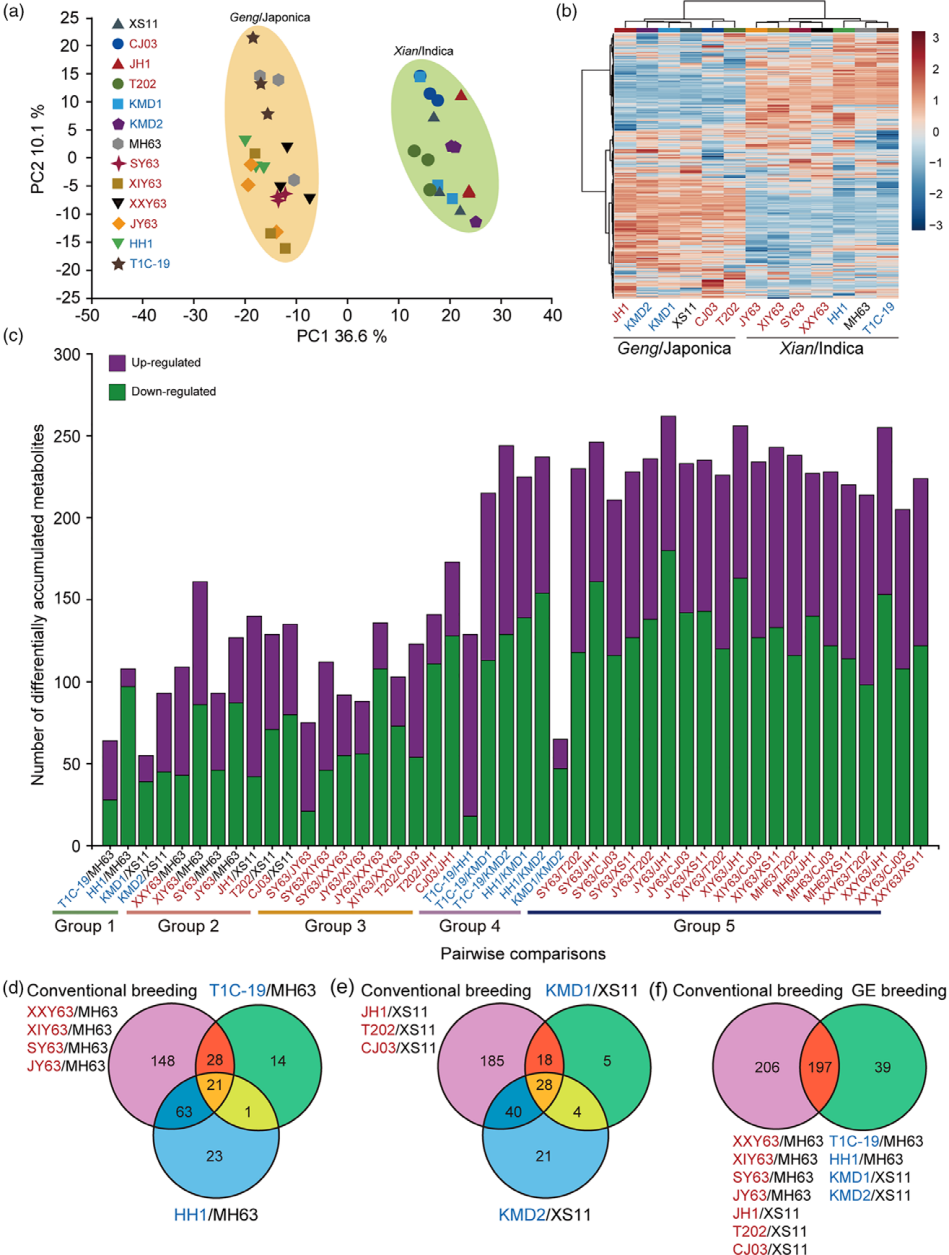
Overall description of metabolome data. (a) Principal components (PCs) analyses of metabolite accumulation levels in leaves of 13 rice lines. Score plot of the first two PCs with the explained variance. (b) Hierarchical clustering of 13 rice lines using metabolite accumulation data. In the heatmap, each rice line is visualized in a single column and each metabolite is represented by a single row. Metabolite accumulation are shown in different colors, where red indicates high abundance and low relative expression is shown in blue (color key scale right of the heat map). metabolites and samples are clustered using Euclidean distance measure and Ward clustering algorithm using Euclidean distance measure and Ward clustering algorithm. (c) Pairwise comparisons of differentially accumulated metabolites between different rice lines. (d–f) Venn diagrams depicting the unique and shared differentially accumulated metabolites among *Xian*/Indica subspecies (d), among *Geng*/Japonica subspecies (e), and between lines obtained by conventional breeding or genetic engineering (GE) breeding (f).

For qualitative analysis of the metabolites, we pooled the metabolites detected in the leaves of XI or GJ rice lines that were developed by conventional cross‐breeding methods (Figure 4a,b). The Venn diagram shows that XI rice lines developed by conventional breeding or GE shared 810 metabolites (Figure 4a). Pairwise comparisons revealed that there were two new metabolites, (+)‐piperitol (hydroxycinnamoyl derivatives) and 1,4‐dihydro‐1‐methyl‐4‐oxo‐3‐pyridinecarboxamide (pyridine derivatives) detected in the GE rice lines T1C‐19 and HH1 relative to their parental line MH63 (Figure 4a and Table S7). However, the two compounds were not specific to GE rice lines and were detected in the conventionally bred lines XXY63, XIY63, SY63 and JY63 (Figure 4a and Table S7). Similarly, there were 801 common metabolites detected in GJ rice lines that were developed either by conventional breeding or GE (Figure 4b). Likewise, pairwise comparisons showed that the few new compounds, that is, 2‐methoxybenzoic acid, epigallate catechin gallate, icariin, cyanidin, procyanidin B2 and pinocembrin in GE rice lines (KMD1 and KMD2) were also detected in conventionally bred lines (JH1, T202 and XS11) (Figure 4b and Table S7). As expected, pairwise comparisons indicated that rice lines derived from XI and GJ subspecies, respectively, have more diversity in their metabolite compositions (Table S7).

**Figure 4:**
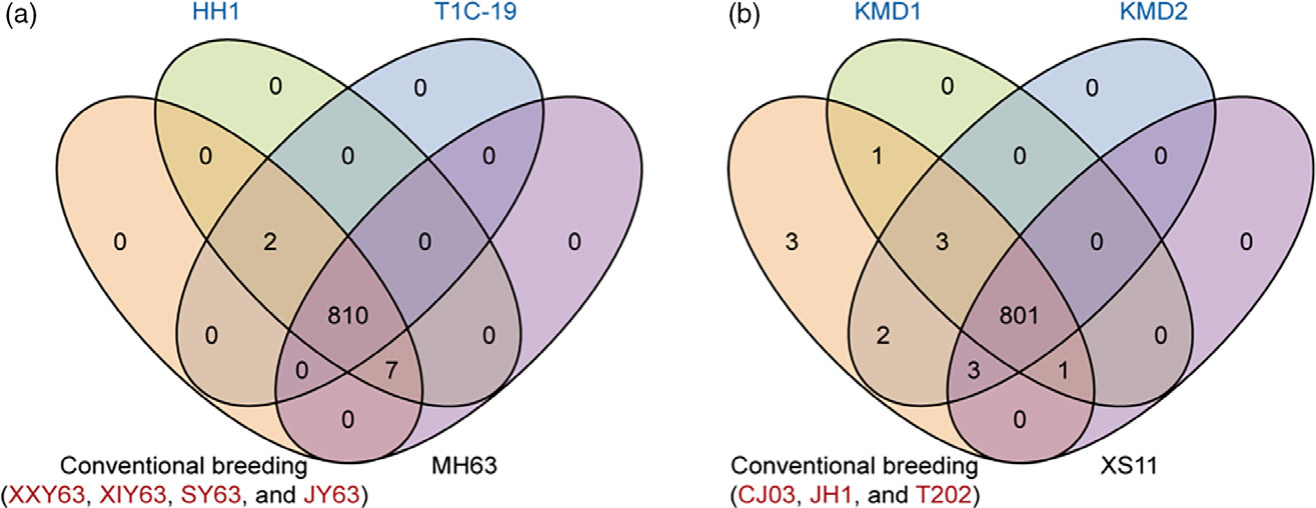
Composition analyses of metabolites detected in 13 rice lines. Venn diagrams depicting the unique and shared metabolites among *Xian*/Indica (a) and *Geng*/Japonica (b) rice subspecies.

To identify the differentially accumulated metabolites (DAMs) in leaves among different rice lines, we further compared the metabolite levels in the 13 lines. In total, 55–262 DAMs were identified representing a range from 7.26% to 46.87% in the total detected metabolites in each of the 44 comparisons (Figure 3c and Table S8). Pairwise comparisons showed that the percentage of DAMs from the total detected metabolites ranged from 7.26% to 15.15% in the comparisons between GE rice and their non‐GE parents, from 12.77% to 24.39% in the comparisons between conventional breeding rice lines and their parents, from 10.08% to 26.91% in the comparisons among conventional breeding rice lines with the same parents, from 8.68% to 42.29% in the comparisons among Bt rice lines, and from 30.58% to 46.87% in the comparisons among natural genotypic rice lines (Table S8). In most cases, a higher proportion of downregulated DAMs compared with upregulated DAMs was recorded (Figure 3c). In addition, the number of DAMs between GE lines and non‐GE parental rice lines were, in all cases, less than those between GE rice lines and conventionally cross‐breeding rice lines (Figure S2b).

Venn diagrams were also used for comparing the distribution of DAMs among the different rice lines (Figure 3d–f). As done for the transcriptome analyses, we pooled the DAMs of conventional cross‐breeding lines with the same parents. The results showed that a large number of unique DAMs were detected in XI conventional cross‐breeding lines compared with that in rice lines developed by GE (Figure 3d). A similar scenario was also found in GJ rice lines in which 185 unique DAMs were detected in conventional cross‐breeding lines, and in total, five and 21 unique DAMs were found in the comparisons of KMD1 and KMD2 with XS11, respectively (Figure 3e). Although conventional cross‐breeding and GE breeding shared 197 DAMs, there were still 206 unique DAMs that were identified in the former, which is over fivefold more than that in GE breeding (39) (Figure 3f).

KEGG pathway enrichment analysis showed no pathways except for the flavonoid biosynthesis and the flavone and flavonol biosynthesis were significantly enriched in the DAMs of group comparisons (Table S9). Between GE and their non‐GE counterparts, the DAMs were significantly associated with only flavonoid biosynthesis, and both the flavonoid biosynthesis pathway and the flavone and flavonol biosynthesis were found to be enriched in DAMs between conventionally bred lines and their parental lines (Table S9).

## DISCUSSION

Transcriptomics, proteomics and metabolomics have been widely used in assessing the effects of GE in crop breeding at the mRNA, protein and metabolite levels (NASEM, 2016). However, in most of these studies, analyses were restricted to comparing one GE line and its non‐GE counterpart, and the results typically revealed some degree of variation. As the exact functions of the majority of genes, proteins and metabolites in a plant cell are not clear, such results can hardly indicate the biological relevance of the detected changes, and cannot reflect whether the observed differences were caused by the GE or fall into the potential variation range caused by conventional breeding (Ricroch *et al*., 2011; Gong and Wang, 2013; Herman and Price, 2013; NASEM, 2016; Raybould and Macdonald, 2018). We thus attempted to test in rice whether GE breeding will result in novel or greater unintended effects in crops relative to conventional cross‐breeding using, in total, four GE and nine conventional rice lines. We believe that rice is a good model plant for those investigations, as it is an important food crop and has been widely used in the past for plant biology studies, including omics analyses.

Previous studies have suggested that environmental stresses brought more biological variation than transgenesis and genetic background in plants (Ouakfaoui and Miki, 2005; Batista *et al*., 2008; Montero *et al*., 2011; Asiago *et al*., 2012; Batista *et al*., 2017; Wang *et al*., 2018b; Tan *et al*., 2019). In the present study, the seeds of all 13 rice lines were prepared in the same way and were cultivated and managed under the same conditions in a greenhouse to minimize the effects of varying environmental conditions. In addition, the middle part of the top second fully expanded leaf of tillering plants from all rice lines were sampled on the same day to reduce the potential effects caused by plant developmental stages. Thus, the differences in rice leaf transcriptome and metabolome profiles should largely reflect the genotype differences of the tested rice lines. Furthermore, to increase the comparability, the conventional and GE rice varieties used in this study have the same parental line either MH63 or XS11 to ensure that they had a similar genetic background (Figure 1).

Both PCA and hierarchical cluster analyses of the raw datasets showed a distinct separation between samples with GJ and those with XI genetic background at both transcriptome and metabolome levels, irrespective of the breeding method used to develop the rice lines (GE or conventional cross‐breeding). This result is consistent with previous studies that the GJ and XI subspecies have a clear distinction in gene expression, protein characterization, metabolite accumulation and even in root microbiota composition (Jung *et al*., 2013; Hu *et al*., 2014; Wang *et al*., 2018a; Zhang *et al*., 2019). In plants, natural variation in the transcriptome and metabolome is very common (Catchpole *et al*., 2005; Batista and Oliveira, 2010; Baniasadi *et al*., 2014; Wang *et al*., 2018a,b). Studies with wheat and barley showed a clear discrimination between different conventionally bred varieties but no discrimination between GE and non‐GE counterparts at transcriptomic or metabolomic levels (Ioset *et al*., 2007; Kogel *et al*., 2010). Similar results were also found in Embrapa 5.1 common bean with a higher similarity between a GE variety and its non‐GE near‐isogenic line than between two common bean varieties in both leaf and grain proteomic profiles (Balsamo *et al*., 2015; Valentim‐Neto *et al*., 2016). The current finding together with previous results suggest that the intrinsic differences in genetic background bring much greater variation in plant transcriptome and metabolome than by the introduction of foreign genes by genetic manipulation or cross‐breeding methods.

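In the transcriptome data, the comparisons between XI and GJ lines had a median of 6468.5 DEGs, and those between lines of 1 subspecies a median of 1776.5. The ranges overlapped. HH1/XIY63 and T1C-19/HH1, both within XI, had more DEGs than the lowest number between subspecies, and 25 of the 42 comparisons between subspecies had fewer DEGs than HH1/XIY63. From the separation of the subspecies in the PCA and the clustering, together with earlier studies, the paper proposes that genetic background brings more variation than either breeding method.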

As expected, pairwise comparisons did reveal some differences between the GE and parental non‐GE rice lines in respect to gene expression and metabolite accumulation as reported previously for GE maize and soybean (Cheng *et al*., 2008; Coll *et al*., 2008; Hao *et al*., 2017; Wang *et al*., 2018b). However, the number of DEGs observed when comparing GE and non‐GE rice lines were comparable with those present when comparing conventionally bred rice lines and their parental lines (Figures 2 and 3). 

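The 4 GE lines had 1898 ± 1494 DEGs (mean ± SD, n = 4 comparisons) against their parents and the 7 conventionally bred lines 1469 ± 595 (SD, n = 7). The difference of 429 DEGs was within the spread of the comparisons (exact two-sided permutation test over 330 splits, p = 0.503). With MH63 as the parent, the 2 GE lines had 605 more DEGs on average than the 4 conventionally bred lines (exact permutation test over 15 splits, p = 0.667, smallest possible p 0.0667). With XS11 as the parent, the 2 GE lines had 224 more DEGs than the 3 conventionally bred lines (exact permutation test over 10 splits, p = 0.9, smallest possible p 0.1). Neither test within a subspecies could reach 0.05. The difference over both subspecies depended on the model. With the intron or the GC percentage of Table S1 as a covariate it had the opposite sign, with fewer DEGs in GE lines. With the intron percentage the exact permutation test over 330 splits gave a p below 0.05. Of the 11 lines, the GE lines KMD2 (0.86), HH1 (-0.84) and KMD1 (0.727) differed most from their parents in this percentage. The GE line T1C-19 differed by 0.283. The covariate and the breeding method are thus partly confounded, so this p does not show that GE lines have fewer DEGs. The comparisons share the libraries of the parents, so the numbers are not independent.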

An exception was the comparison between HH1 and MH63 where a higher variation in gene expression was detected than between conventionally bred rice lines and their parental lines. However, this increase in variation was not supported by DAMs, i.e., the number of DMAs between HH1 and MH63 was much lower than that in most of the comparisons between conventionally bred rice lines and their parental lines. In addition, compared with the common parental line XS11, KMD2 had nearly threefold DEGs and twofold DAMs than KMD1, although the two GE lines have a matched genotype, express the same gene and were created with the same gene transformation process (Table S10). These results thus suggest that genetic changes commonly occur during the plant breeding process whether done by GE or conventional crossing, and that the extent of those changes seems not always relevant to the extent of metabolomic change in the rice plant. Therefore, we suggest that the transcriptomics results should be integrated with results from other omics approaches such as metabolomics and proteomics to show more comprehensively the possible unintended effects caused by the plant breeding process.

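HH1/MH63 had the most DEGs of the 11 comparisons with a parent in the main test, and the highest number for a conventionally bred line was 2153 (CJ03/XS11). With 1 of its 6 libraries left out in turn, HH1/MH63 had 2921 to 3669 DEGs. With every library thinned to the read total of the shallowest one, HH1/MH63 had 3392 DEGs and the highest conventionally bred line 2067. HH1 also differed from MH63 in the libraries themselves. The percentage of reads in introns given in Table S1 was 1.67 ± 0.032 (SD, n = 3) in HH1 and 2.51 ± 0.29 in MH63, and the guanine-cytosine content was 52.8 ± 0.20% and 55.8 ± 0.25%. In a model of all 39 libraries HH1/MH63 had 3563 DEGs, and with the intron percentage added as a covariate it had 899, which ranked 9 among the 11 comparisons. With the guanine-cytosine percentage as the covariate instead it had 801, which ranked 10.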

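Against XS11, KMD2 had 3.42 times as many DEGs as KMD1, and the factor ranged from 2.67 with the replicate number as a block to 6.81 without a filter on low FPKM among the alternatives set before the data were examined that kept all libraries. Without XS11 replicate 2 the factor was 1.93, and without XS11 replicate 1 or 3 it was 11.9 and 12.4. Without KMD1 replicate 1, 2 or 3 the number for KMD1/XS11 was 163, 96 and 87, and with replicate 1, 2 or 3 of every line left out the factor was 14.9, 25.2 and 27.6. The intron percentage was 2.39 in KMD1 and 2.52 in KMD2 against 1.66 in XS11. With it as a covariate in the model of all 39 libraries, KMD1/XS11 fell from 1123 to 240 DEGs. KMD2/XS11 fell from 3104 to 947, so the factor was 3.95. KMD1 and KMD2 shared 571 DEGs, and 565 of these changed in the same direction in both lines. XS11 itself differed in 1 direction from each of the other 5 GJ lines in 29 genes, a number limited by the 620 DEGs of JH1/XS11.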

The Venn diagrams of genotype‐specific DEGs and DAMs showed that both GE and the conventional breeding processes can result in a large number of DEGs and DAMs in plants. Although there were large overlapping sets of DEGs and DAMs caused by both plant breeding processes, we did find some DEGs and DAMs specifically caused by GE that were outside of the range of variation in conventional breeding rice lines (Figures 2f and 3f). It implies that the GE process may bring different stresses on the host genome relative to conventional cross‐breeding, namely two plant breeding processes may lead to the variations in gene and metabolite at different levels. However, to conclude this, a larger set of conventionally bred rice varieties would have to be analyzed. 

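Among XI lines, 165 genes differed in T1C-19 from each of the other 6 lines in the same direction, 153 of them higher and 12 lower, and 394 genes did so in HH1, 223 higher and 171 lower. The conventionally bred XIY63 had 322 such genes, and the other conventionally bred XI lines had 24 to 45. Among GJ lines, 14 genes differed in KMD1 and 98 in KMD2 from each of the other 5 lines, against 383 in T202, 239 in CJ03 and 138 in JH1. Each of these genes was a DEG in every comparison of that line within its subspecies. A line's number is therefore limited by its comparison with the fewest DEGs. That comparison had 211 DEGs for SY63 and JY63, 452 for T1C-19, 819 for KMD1 and 1911 for HH1. The numbers thus depend on which related lines were sampled, and do not rank lines or breeding methods. The number of XI lines, 7, and of GJ lines, 6, differs, so numbers are compared within a subspecies only.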

Interestingly, we detected more DAMs in plants caused by conventional breeding than the genetic breeding process. This may imply that conventional cross‐breeding required multiple repeated crosses between two or more breeding lines, thus causing more changes on both genotypic and phenotypic levels (Coll *et al*., 2009).

Our GO enrichment analyses indicated that the DEGs in different comparisons were involved in “DNA integration.” It can be speculated that the differences in gene expression brought by either GE or conventional breeding, or due to natural variation are all associated with changes in DNA sequence. There were many DEGs and DAMs detected not only between GE rice lines and their non‐GE counterparts, but also between conventionally bred rice lines and their parental lines (Figure 2f and 3f). However, the DEGs detected between the GE rice lines and their non‐GE counterparts were significantly enriched only in photosynthesis, but the DEGs between conventionally bred rice lines and their parental lines were significantly enriched within multiple pathways. Likewise, the DAMs were only found to be enriched in the flavonoid biosynthesis pathway between the GE rice lines and their non‐GE counterparts, but the DAMs between conventionally bred rice lines and their parental lines were enriched in both the flavonoid biosynthesis pathway and the flavone and flavonol biosynthesis pathway. These results may suggest that GE does not bring unique effects on plant pathways compared with conventional cross‐breeding. All four GE rice lines used in the current study expressed foreign *Bt cry* genes conferring resistance to insects. The expressed crystal proteins are not native to plants and exert no known metabolic activity in rice plants (Wang *et al*., 2018b; Fu *et al*., 2019). While if the inserted genes in GE plants are involved in plant metabolic pathways, the results may be different (Wang *et al*., 2018b, 2019). For example, there is a case in GE plants that are tolerant to the herbicide glyphosate, as the tolerance is conferred by introducing a glyphosate‐insensitive version of the target enzyme 5‐enolpyruvoylshikimate‐3‐phosphate synthase, which is a key enzyme in the shikimate pathway.

The substantial equivalence concept is an important part in the safety assessment of GE crops (Ricroch *et al*., 2011; Asiago *et al*., 2012). Our metabolomics analysis did detect some compounds, including (+)‐piperitol, 2‐methoxybenzoic acid, epigallate catechin gallate, icariin, cyanidin, procyanidin B2 and pinocembrin in GE rice tissues that had not been detected in the non‐GE parental plants. However, all of these compounds were also found in several of the conventionally bred rice lines. As the conventionally bred rice lines have been widely planted and have a long history of safe use, these compounds will not bring detrimental effects on human health and the environment. Our results further strengthen the fact that assessment of unintended effects of GE plants cannot simply rely on the comparison between GE plants and their parental lines but should include a set of conventionally bred cultivars that represent the range of genetic and phenotypic diversity in the crop (NASEM, 2016). The integrated application of multi‐omics approaches can more comprehensively reflect changes in the plants and their biological relevance.

In conclusion, we successfully employed RNA‐seq and HPLC‐MS technology to investigate the changes in gene expression and metabolite accumulation in 13 rice lines developed by conventional cross‐breeding or GE. Our results demonstrate that the emerging ‐omics approaches can provide a valid way for identifying unintended effects of GE varieties. The current findings suggest that both breeding methods can result in potential changes at transcriptomic and metabolic levels, and it appears that GE does not cause unintended effects that go beyond conventional cross‐breeding. Although we did detect DEGs and DAMs specifically caused by GE that were outside of the range of variation in conventional breeding rice lines, this could be due to the limited number of conventionally bred rice lines involved in the study and it can be expected that the natural variation in DEGs and DAMs is actually much larger. Therefore, a comprehensive range of variation at transcriptome, metabolome and proteome levels in commercially conventionally bred cultivars of a crop species would have to be established before those analyses are deployed for identifying the unintended effects in GE varieties.

## EXPERIMENTAL PROCEDURES

### Plant materials

In total, 13 rice lines (*Oryza sativa*) including four lines developed by GE expressing *Bt* genes and nine lines obtained by conventional cross‐breeding were used in this study (Figure 1 and Table S10). The Bt rice lines include T1C‐19, which expresses a synthesized *cry1C* gene driven by the maize *ubiquitin* promoter; the Bt rice line HH1 expresses a fused *cry1Ab/Ac* gene driven by the rice *actin1* promoter. Both T1C‐19 and HH1 share the same non‐transformed near isoline MH63, which is an elite XI restorer line for cytoplasmic male sterility in China (Wu *et al*., 2011). The other two Bt rice lines are KMD1 and KMD2, and their corresponding non‐transformed near isoline XS11. XS11 is a GJ rice line widely cultivated in China. KMD1 and KMD2 are independent homozygous events containing the same synthetic *cry1Ab* gene under the control of the maize *ubiquitin* promoter. All the Bt rice lines were developed by *Agrobacterium tumefaciens* infection. Laboratory and field experiments indicated that all four Bt rice lines are highly resistant to target lepidopteran insects (Liu *et al*., 2016). Among the nine non‐Bt rice lines used in this study, four are XI lines (XY63, JY63, XXY63 and SY63) obtained by crossing MH63 with different rice varieties, and three are GJ lines (CJ03, JH1 and T202) obtained by crossing XS11 with other rice varieties (Figure 1). The seven cross‐pollination rice lines are all approved by provincial or national registration committees for crop varieties in China. Among these lines, SY63 was widely planted with the highest total area of 62.88 million hectares from 1984 to 2009 (Wu *et al*., 2011).

### Plant growth condition and tissue sampling

Rice seeds were dehusked, surface‐sterilized using 75% ethanol for 5 min and washed with sterilized water. The seeds were then soaked in 4% sodium hypochlorite solution for 30 min and washed again with sterilized water. Subsequently the surface‐sterilized rice seeds were germinated on half‐strength Murashige and Skoog medium in a climate chamber at conditions of 28 ± 1°C, a 16‐h light/8‐h dark photoperiod and 75% ± 5% relative humidity. A week later, seedlings were transplanted into individual plastic pots (8 cm × 10 cm, diameter × height) containing a mixture of peat and vermiculite in a 3:1 ratio (Meihekou Factory, Meihekou, China). All potted plants were placed in a cement pool that was maintained in a glasshouse at the Langfang Experimental Station of the Institute of Plant Protection, Chinese Academy of Agricultural Sciences (CAAS). The growth conditions were set as 28 ± 2°C, 65% ± 10% relative humidity and a 16‐h light/ 8‐h dark photoperiod. Nitrogenous fertilizer Sakefu (N [20%], P_2_O_5_ [20%], K_2_O [20%]) and other microelements (Sino‐Arab Chemical Fertilizer Co., Ltd, Qinhuangdao, China) was applied once a week. Five weeks later, during the rice plants tillering stage, leaf samples were collected for the analyses. From each plant, a leaf section (approximately 2 cm) was sampled from the middle part of second leaf blade from top. Samples from five plants were pooled together as one biological replicate, and three replicates were collected for each rice line. The leaf samples were immediately frozen in liquid nitrogen and stored at −80°C for further extraction and analyses.

### RNA extraction, library preparation and RNA‐sequencing

Total RNA was isolated using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and treated with RNase‐free DNase I (NEB, Ipswich, MA, USA) to remove any genomic DNA. In total, 3 μg of total RNA per sample was used for the preparation of RNA‐seq library. Sequencing libraries were prepared using a NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB) and were sequenced on the Illumina Hiseq 4000 platform (Illumina, San Diego, CA, USA) according to the manufacturer's instructions by Nonogene (Beijing, China).

For transcriptome data, raw Illumina data of fastq format were first processed using in‐house perl scripts. After removing reads containing adaptors, reads containing poly‐N and low‐quality reads from raw data, we obtained the clean data. The Q20, Q30, guanine‐cytosine content and sequence duplication level of the clean data were calculated. The clean reads were aligned to the reference genome IRGSP‐1.0 (https://rapdb.dna.affrc.go.jp) using HISAT2 tools (version 2.09) (Kim *et al*., 2015). feature counts (v1.5.0‐p3) (Liao *et al*., 2014) was used to count the read numbers mapped to each gene. Gene expression levels were estimated using fragments per kilobase of transcript per million mapped reads based on the length of the gene and reads count mapped to this gene. Differentially expressed genes analysis was performed using the deseq2 R package (Love *et al*., 2014). The resulting *P* values were adjusted using the Benjamini and Hochberg’s approach for the control of the false‐discovery rate. Genes with fold‐change ≥2 or ≤0.5 and an adjusted *P* < 0.05 were considered as DEGs. GO and KEGG pathway enrichment analysis were performed using the clusterprofiler R package with an false‐discovery rate adjusted *P* < 0.05 (hypergeometric test) as a cutoff (Yu *et al*., 2012).

### Metabolite profiling

#### Metabolite extraction process

Freeze‐dried leaf samples of the 13 rice lines were grinded using a mixer mill (MM 400; Retsch, Haan, Germany) with a zirconia bead for 1.5 min at 30 Hz. For each sample, 100 mg of leaf power was weighted and mixed with 1 ml of 70 % aqueous methanol for extraction overnight at 4°C. Following centrifugation at 10 000 ***g*** for 10 min the extracts were absorbed (CNWBOND Carbon‐GCB SPE Cartridge, 250 mg, 3 ml; ANPEL, Shanghai, China) and filtrated with a membrane (SCAA‐104, 0.22 μm pore size; ANPEL, Shanghai, China), and subsequently stored in a glass vial before analysis.

#### HPLC and ESI‐Q TRAP‐MS/MS running conditions

Metabolite identification and quantification were performed using an LC‐electrospray ionization‐MS/MS (LC‐ESI‐MS/MS) system: HPLC, Shim‐pack UFLC SHIMADZU CBM20A system, Kyoto, Japan; MS, Applied Biosystems 4000 Q TRAP, Foster City, CA, USA) as previously described (Chen *et al*., 2013). The HPLC analytical conditions were set as follows: the chromatographic column was a Waters ACQUITY UPLC HSS T3 C18 column (1.8 μm, 2.1 mm × 100 mm). The solvent system included mobile phase A, 0.04% acetic acid in water, and mobile phase B, 0.04 % acetic acid in acetonitrile. The gradient program was set at 95:5 V(A)/V(B) at 0 min, 5:95 V(A)/V(B) at 11 min, 5:95 V(A)/V(B) at 12 min, 95:5 V(A)/V(B) at 12.1 min, 95:5 V(A)/V(B) at 15 min. The temperature of the column was 40°C, the flow rate was 0.4 ml min^−1^, and the injection volume was 5 μl. The effluent was then connected to an ESI‐triple quadrupole‐linear ion trap (Q TRAP)‐MS.

Linear ion trap and triple quadrupole (QQQ) scans were acquired on a Q TRAP‐MS, API 4500 Q TRAP LC/MS/MS System, equipped with an ESI Turbo Ion‐Spray interface, operating in a positive ion mode and controlled by the Analyst 1.6 software (AB Sciex, Darmstadt, Germany). The ESI source operation was set with the following parameters: ion source, turbo spray; source temperature, 550°C; ion spray voltage, 5.5 kV; ion source gas I, gas II, and curtain gas were set at 55, 60 and 25 psi, respectively; the collisionally activated dissociation gas was high. Instrument tuning and mass calibration were performed with 10 and 100 μm polypropylene glycol solutions in QQQ and linear ion trap modes, respectively. The metabolites were identified according to the secondary spectrum information. QQQ scans were acquired as multiple reaction monitoring mode experiments with the collision gas (nitrogen) set to 5 psi.

#### Acquiring metabolic data

For metabolome data, metabolite identification was performed according to MWDB (metware database; MetWare, Wuhan, China) and publicly available metabolite databases including MassBank (http://www.massbank.jp/), KNAPSAcK (http://kanaya.naist.jp/KNApSAcK/), HMDB (http://www.hmdb.ca/), MoTo DB (http://www.ab.wur.nl/moto/) and METLIN (http://metlin.scripps.edu/index.php). The quantification of metabolites was carried out using a scheduled multiple reaction monitoring method (Chen *et al*., 2013).

### Data analysis

Raw data associated with gene expression and metabolites accumulation were median‐normalized, log‐transformed and auto‐scaled using metaboanalyst 4.0 (Chong *et al*., 2018). Hierarchical clustering heat map was created using metaboanalyst 4.0 with Euclidean distance measure and Ward clustering algorithm. The normalized data were fed to simca 14.1 software (Umetrics, Umea, Sweden) for PCA. Orthogonal projections to latent structures discriminant analysis was conducted for identifying DAMs between any two rice lines using simca 14.1 software. The variable importance in the projection values ≥1.0 generated in orthogonal projections to latent structures discriminant analysis processing was first used as a criterion for the selection of DAMs. The fold‐changes ≥2 or ≤0.5 were defined as DAMs. Fisher's exact test was performed to identify the significant KEGG pathways related to the DAMs with an adjusted *P* < 0.05.

## CONFLICT OF INTEREST

The authors declare that they have no competing interests.

## AUTHOR CONTRIBUTIONS

YL conceived the idea. YL, QL and JR designed the study. QS performed the experiments. QL, YL and VT analyzed the data. QL, YL, XY, VT, YP and JR wrote the manuscript. All authors have read and approved the manuscript for publication.

### OPEN RESEARCH BADGES

This article has earned an Open Data badge for making publicly available the digitally‐shareable data necessary to reproduce the reported results. The transcriptome sequencing data can be accessed on the NCBI's Gene Expression Omnibus (GEO) (GSE152572). Other relevant data can be found with the article and its supporting materials.

## Supporting information

**Figure S1.** Number of differentially expressed genes (a) and differentially accumulated metabolites (b) in pairwise comparisons of Bt rice lines and conventional cross‐breeding non‐Bt rice lines. Click here for additional data file.

**Figure S2.** Classification of the 821 detected metabolites in the leaves of 13 rice lines into major classes. Click here for additional data file.

**Table S1.** Summary of RNA‐seq and transcriptome mapping results.
**Table S2.** Expression of detected genes in different rice lines.
**Table S3.** Number of DEGs and percentage of the DEGs on the total detected genes in pairwise comparisons of different rice lines.
**Table S4.** Gene Ontology enrichment analyses of DEGs among different comparisons.
**Table S5.** Kyoto Encyclopedia of Gene and Genomes pathway enrichment analyses of putative unique and common DEGs in comparisons among different rice lines.
**Table S6.** Metabolic profiles for compounds accumulated in different rice lines.
**Table S7.** Pairwise compositional comparison of compounds detected in different rice lines.
**Table S8.** Percentage of differentially accumulated metabolites on the total detected metabolites in pairwise comparisons of different rice lines.
**Table S9.** KEGG pathway enrichment analysis of significantly differentially accumulated metabolites.
**Table S10.** Rice lines used in this study. Click here for additional data file.

## Data Availability

The transcriptome sequencing data used in this study were submitted to the NCBI's Gene Expression Omnibus (GEO) under accession number GSE152572. Other relevant data can be found within the manuscript and its supporting materials.

How the deposited data were processed for this re-analysis (not part of the article)

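Leaf RNA of 13 rice lines was sequenced with 3 replicates per line, each a pool of 5 plants. The authors aligned the clean reads to the IRGSP-1.0 genome with HISAT2, counted reads per gene with featureCounts and deposited FPKM values, 1 set per library, for 39 libraries. The deposited values already include a median-of-ratios scaling between libraries, since the read total behind the FPKM of each library was the same in all libraries once divided by its size factor.

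The FPKM of a gene stood in whole-number ratios between libraries, and the reads behind each value were computed from these ratios and the gene length. The step of 1 read was found from at least 8 libraries for 33094 genes, and for 11327 genes it rests on fewer libraries or on the length alone. In simulated data, 99.997% of all read numbers above 0 were recovered exactly. The reads were used for the variance trend, for a filter, for thinning and for lower bounds of fold changes, and the values tested were FPKM. Between 3989871 and 8318607 reads per library lay on genes. Why these were only 16.0% to 19.2% of the clean reads was not found, so read numbers could be off by a common factor. A fold change against a line with at most 3 reads in each library is given as a lower bound against 3 reads, which covers counting error only.

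Each pair of lines was tested from its 6 libraries with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), over genes with an FPKM of at least 0.5 in at least 3 libraries. Genes with a Benjamini-Hochberg adjusted p-value below 0.05 and a fold change of at least 2 or at most 0.5 were called DEGs. The test and its filter were set before the data were examined, but the course of the variance trend was not. It was chosen after the values had been received, from simulated data only and before any real comparison was tested. Of 5 versions compared in simulation (the default trend over the mean of log2(FPKM + 1), its robust form, the trend over mean log2 reads, no trend, and voom on the recovered reads), the trend over mean log2 reads was kept.

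In simulated data with 200 changed genes, the default trend called 210 genes, of which 19.5% had not been changed, and found 84.5% of the changed genes. In simulated data without change it called 17 genes, all with at most 12 reads over the 6 libraries. Voom called 201 genes and found 99.5% of the changed genes with 1% of calls unchanged. It was kept as an alternative, because limma on log2(FPKM + 1) was the test set beforehand. Without change, voom called 0 genes. The simulation changed only well-read genes, by a fixed fold change, and gave all genes the same dispersion. Its shares hold for that setting only. With the default trend, the real comparisons had 415 DEGs for T1C-19/MH63, 3509 for HH1/MH63, 501 for KMD1/XS11, 2707 for KMD2/XS11, 1855 for XIY63/MH63, 903 for XXY63/MH63, 1579 for SY63/MH63, 1166 for JY63/MH63, 2058 for CJ03/XS11, 679 for JH1/XS11 and 1987 for T202/XS11.

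The named genes are the 2 DEGs with the largest increase and the 2 with the largest decrease among those whose 3 + 3 libraries do not overlap and whose higher line passed a minimum mean expression, a rule set before the data were examined for each GE line and its parent. The text names only those of T1C-19/MH63. The rule also covered HH1, KMD1 and KMD2 and the genes shared by all comparisons within a subspecies, and leaving these out was decided after the data were seen.

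The principal component analysis and the Ward clustering of line means used FPKM divided by the library median over genes above 0 in every library, as log2(x + 1), with each gene scaled to unit variance. Differences between groups of lines or of comparisons were tested with exact permutation tests, and relations across libraries with 100000 permutations within lines. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

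The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 10 reads in 1 line, all 39 libraries in 1 model, libraries thinned to the smallest read total, the replicate number as a block, no minimum fold change, percentages of tested genes, genes with a mean of at least 1 or genes only centred in the principal component analysis, and each replicate left out. The pseudocount of 0.1 was set before the data were examined for the numbers of DEGs, with them the named genes, and the principal component analysis, and its use for percentages, mean differences and shared DEGs was added later. Also added after the data were seen were the default variance trend, voom, FPKM over plain read totals, and the intron or guanine-cytosine (GC) percentage of Table S1 as a covariate.

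Tests of gene sets (ribosomal proteins, photosynthesis, diterpenoids) and corrections for the GC content of genes were not used here. The deposited data give no names or sequences for the identifiers, and no outside annotation was used. The edgeR and DESeq2 tests and normalizations planned for counts were not run on the recovered reads, because the deposited values are FPKM. The metabolome and the pathway results were not analysed here.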

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

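The measure itself, genes read in one line and at 0 in the other, was chosen after the pattern in XIY63 had been seen, and the tests of depth and of the spread over chromosomes were set before their results were seen.

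In XIY63, 98 genes had no read in any of the 3 libraries although each MH63 library had at least 10 reads on them. Among the other lines derived from MH63, HH1 had 11 such genes, XXY63, SY63 and JY63 had 2 each, and T1C-19 had 0. Against XS11, the conventionally bred lines CJ03, T202 and JH1 had 191, 170 and 85, so the number in XIY63 was unusual only among the lines derived from MH63. The gap between XIY63 and the nearest other line was 0.888 of the whole range, above Dixon's 95% critical value for 6 lines. Of 22 groups of values examined in this way, 1 stood out, and chance gives about 1 in 20.

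A difference in read depth was tested first, since MH63 has the deepest libraries. With all libraries thinned to the smallest read total, 77 such genes were left in XIY63, and the other lines derived from MH63 had 0 to 4, so depth alone does not account for them. Absence of MH63 copies of some genome segments from the XIY63 plants could leave such genes clustered. Of the 98 genes, 38 are reference loci whose number gives a chromosome, on the assumption that the locus numbers follow the chromosomes. Their spread over the 12 chromosomes was uneven (chi-square 23.4, permutation test against 8583 loci read in MH63, p = 0.0155), with 12 loci on chromosome 1 where 5.4 would be expected and 8 on chromosome 4 where 3.3 would be. In XXY63, SY63 and JY63 the median FPKM of the 98 genes was 0.462, 0.423 and 0.442 times that in MH63, and in T1C-19 and HH1 it was 0.962 and 0.918 times. Sequence differences from the reference genome that keep reads from aligning, and a mislabelled sample, were not tested, so the pattern cannot be told apart from these, and the segment explanation remains a hypothesis.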

How the results depend on the processing

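The trend, voom, plain-total and covariate alternatives were chosen after the data were seen, as was the use of a pseudocount of 0.1 for percentages, mean differences and shared DEGs. The other alternatives were set before the data were examined. Over 43 results and 634 alternative values, 488 kept their direction, their side of the threshold or their size, 124 moved, 12 lost significance and 10 changed direction. The cause was not tested for the changes below, except that for the covariate models the changes in standard errors and in fold changes were examined separately. With only the standard errors of the covariate model there were 945 DEGs for KMD1/XS11 and 2567 for KMD2/XS11 with the intron percentage and 2793 for HH1/MH63 with the GC percentage, and with only its fold changes 377, 1510 and 1977 (without a covariate 1123, 3104 and 3563). HH1/MH63 with the intron percentage is under the other observations.

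For the comparisons with a parent, 115 of 132 numbers of DEGs from alternatives with all libraries were within 1.5 times the main number. Without a filter on low values there were 301 DEGs for T1C-19/MH63, 273 for KMD1/XS11, 1859 for KMD2/XS11 and 1096 for SY63/MH63. Without a minimum fold change there were 7679 for HH1/MH63, 1669 for KMD1/XS11, 5100 for KMD2/XS11 and 2967 for XIY63/MH63. The replicate number as a block gave 639 for JY63/MH63, and all 39 libraries in 1 model gave 1001 for JH1/XS11. For KMD1/XS11, the default variance trend gave 501 and voom 1355. With the intron percentage as a covariate there were 899 for HH1/MH63, 240 for KMD1/XS11 and 947 for KMD2/XS11, and with the GC percentage 801 for HH1/MH63 and 933 for JH1/XS11.

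With 1 of the 6 libraries left out in turn, the number of DEGs ranged from 215 to 453 for T1C-19/MH63, 2921 to 3669 for HH1/MH63, 87 to 1786 for KMD1/XS11, 1478 to 3448 for KMD2/XS11, 1283 to 1809 for XIY63/MH63, 503 to 690 for XXY63/MH63, 843 to 1609 for SY63/MH63, 635 to 1348 for JY63/MH63, 1151 to 2289 for CJ03/XS11, 420 to 525 for JH1/XS11 and 1468 to 1827 for T202/XS11.

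The percentages of DEGs are given for 6 kinds of comparison, as lowest and highest. Per 100 tested genes they were 2.19% and 17.6% for GE lines with their parents, 3.05% and 10.3% for conventionally bred lines with their parents, 1.04% and 16.9% for conventionally bred lines with the same parent, 4.49% and 39.7% for GE lines, 23.5% and 41.1% for non-GE XI with GJ lines, and 6.0% and 40.7% for GE lines with other lines. Without a minimum fold change the highest were 23.1% for GE lines with their parents, 18.6% for conventionally bred lines with the same parent, 38.4% for GE lines and 36.9% for GE lines with other lines, and the lowest for GE lines was 4.38%. Without a filter the lowest were 0.802% for GE lines with their parents and 1.47% for GE lines. For the lowest percentage of conventionally bred lines with their parents, all 39 libraries in 1 model gave 2.89% and the GC percentage as a covariate 2.79%. For that of conventionally bred lines with the same parent, the model of all libraries gave 1.41%, the replicate block 0.253%, and the intron and GC covariates 1.40% and 1.46%. The block gave 2.12% as the lowest for GE lines with other lines. With the intron covariate, GE lines with their parents had 0.705% to 2.75%.

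With replicate 1, 2 or 3 of every line left out, the lowest percentage was 0.111% to 0.259% for GE lines with their parents, 0.601% to 0.802% for conventionally bred lines with their parents, 0.062% to 0.136% for conventionally bred lines with the same parent, 0.365% to 1.75% for GE lines, 10.1% to 13.7% for non-GE XI with GJ lines and 1.09% to 2.28% for GE lines with other lines. The highest was 8.56% to 10.9%, 2.40% to 5.01%, 5.88% to 6.81%, 23.1% to 25.6%, 23.7% to 26.0% and 22.6% to 26.2%, in the same order.

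The mean number of DEGs was higher for GE than for conventionally bred lines, but the sign was opposite in both covariate models. The GE lines KMD2, HH1 and KMD1 differed most from their parents in the intron percentage, so that covariate and the breeding method are partly confounded. With the intron covariate the difference was -791 (exact permutation test, p = 0.0152), -595 within XI (p = 0.133, same exact test) and -1029 within GJ (p = 0.3, same exact test). With the GC covariate it was -558 (exact permutation test, p = 0.239), -885 within XI (p = 0.133, same exact test) and -293 within GJ (p = 0.7, same exact test). Without a filter it was -210 within GJ (exact permutation test, p = 0.8). With a replicate of every line left out it was 88.5 to 830 in all, 876 to 1140 within XI and -765 to 539 within GJ.

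The number of DEGs shared in XI was 77 in the model of all libraries, 82 with voom and 95 without a minimum fold change. The number shared in GJ was 91 without a filter, 523 in the model of all libraries, 161 with the default trend, 484 with voom, 126 with the intron covariate, 405 with the GC covariate and 561 without a minimum fold change. The number shared by both breeding methods was 1458 without a filter, 3799 with voom, 1255 with the intron covariate and 5370 without a minimum fold change. The number found only with GE was 1054 and 1670 with the intron and GC covariates and 5853 without a minimum fold change. With a replicate of every line left out, 8 to 14 genes were shared in XI, 22 to 35 in GJ and 618 to 950 by both breeding methods, 2555 to 4016 were found only with GE and 1619 to 3005 only with conventional breeding.

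PC1 and PC2 explained 31.4% and 19.9% over genes with a mean of at least 1, 43.3% and 10.5% with genes only centred, and 20.7% to 22.5% and 12.4% to 14.9% with a replicate left out. With genes only centred, GE lines were below the other XI lines on PC1, with a difference of -8.75 (exact permutation test, p = 0.191), and with a replicate left out this difference was -0.991 to 7.85. The PC1 difference between subspecies was 177 to 184 with a replicate left out, and all 13 lines grouped with their subspecies in each of the 8 settings of the clustering. The other differences on the PCs with a replicate left out were -67.4 to -48.1 for PC2 within XI, -35.6 to -22.6 for PC1 and 74.6 to 93.5 for PC2 within GJ.

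For the named genes, 56 of 68 alternative tests kept the call and 12 lost significance, all for the 2 genes lower in T1C-19. With FPKM over plain read totals, 83.9% of the DEGs of KMD1/XS11 were upregulated (56.9% in the main test), 74.5% of those of KMD2/XS11 (49.2%) and 63.2% of those of CJ03/XS11 (48.3%), so the majority changed sides in KMD2 and CJ03 and not in KMD1. The median log2 fold change of all tested genes rose with this scaling, by 0.18, 0.24 and 0.16.

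Libraries with the same replicate number deviated from their line means with a mean correlation of -0.134 to 0.145 over the 78 comparisons (median 0.0043), and 62 comparisons were within 0.1 of 0. The block therefore had no common direction, and with the replicate block HH1/MH63 had 3499 DEGs. Depth limits genes with few reads, since 1 read on 1 kb is an FPKM of 0.251 in the shallowest library. Corrections for the GC content of genes, alone or with the block, and the gene-set tests with their backgrounds were set beforehand and not run. No annotation with sequences or names of the identifiers was used. TMM and the DESeq2 test, also set beforehand, were not run on the recovered reads, because the deposited values are FPKM, and voom was the only count method applied to those reads.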

Differences from the paper's values

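Settings called added were chosen after seeing the values. All other settings were set before the data were examined, and those that are not named left the gap open. A gap is called closed where the value was within 1.5 times the paper's value in either direction. A closed gap can therefore still leave much of the difference, and a small move across this limit counts.

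PC1 explained 20.3% of the variance against the paper's 36.5%. Over genes with a mean of at least 1 it explained 31.4% and with genes only centred 43.3%, which closed the gap. PC2 explained 12.6% against the paper's 21.6%. The gap closed over genes with a mean of at least 1 (19.9%) and without replicate 3 (14.9%).

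The lowest number of DEGs was 211 against the paper's 394. It was 480 with all 39 libraries in 1 model, which closed the gap, as did the added settings, chosen after seeing the values, of the default variance trend (270), voom (286) and the GC covariate (495).

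The lowest percentage of DEGs, over all comparisons and among conventionally bred lines with the same parent, was 0.622% against the paper's 1.29%. The gap closed per 100 tested genes (1.04%) and with all 39 libraries in 1 model (1.41%). It also closed with the GC covariate (1.46%), and among the conventionally bred lines with the intron covariate (1.40%), both chosen after seeing the values.

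For GE lines with their parents the lowest percentage was 1.28% against the paper's 2.63%. It closed per 100 tested genes (2.19%) and with all 39 libraries in 1 model (1.79%), and with voom (1.91%), chosen after seeing the values. For conventionally bred lines with their parents it was 1.85% against the paper's 2.81%. It closed without a minimum fold change (1.95%), per 100 tested genes (3.05%), with all 39 libraries in 1 model (2.89%) and with thinned libraries (1.89%). At 1.95% and 1.89% the percentage was still near the main value. Settings chosen after seeing the values that closed it were a pseudocount of 0.1 (2.03%), the default trend (2.03%), voom (2.17%), the intron covariate (2.73%) and the GC covariate (2.79%).

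For comparisons between GE lines the lowest percentage was 2.73% against the paper's 4.39%. It closed without a minimum fold change (4.38%), per 100 tested genes (4.49%) and with all 39 libraries in 1 model (3.25%). Settings chosen after seeing the values that closed it were a pseudocount of 0.1 (3.52%), voom (3.63%), the intron covariate (3.05%) and the GC covariate (3.20%).

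T1C-19/MH63 had 452 DEGs against the paper's 824. The gap closed without a minimum fold change (600), with a pseudocount of 0.1 (560) and with all 39 libraries in 1 model (631), and with voom (675), the intron covariate (559) and the GC covariate (575), chosen after seeing the values. Of these DEGs, 372 were upregulated against the paper's 590. This closed without a minimum fold change (450), with a pseudocount of 0.1 (458), with a mean of at least 10 reads (405) and with all 39 libraries in 1 model (492), and with voom (546), the intron covariate (455) and the GC covariate (459), chosen after seeing the values. The number of downregulated DEGs was 80 against the paper's 234, and none of the settings closed this gap.

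In XI, 43 DEGs were shared by both GE lines and conventional breeding against the paper's 75. The gap closed with all 39 libraries in 1 model (77) and without a minimum fold change (95), and with a pseudocount of 0.1 (62) and voom (82), chosen after seeing the values. In GJ, 263 were shared against the paper's 664. The gap closed with all 39 libraries in 1 model (523) and without a minimum fold change (561), and with voom (484), chosen after seeing the values.

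The paper states that more DEGs were upregulated than downregulated in KMD2/XS11, where 1379 were upregulated and 1424 downregulated. Upregulated DEGs were the more numerous with a pseudocount of 0.1 (1930 and 1759) and without XS11 replicate 2 (1759 and 1689), and with voom (2009 and 1941) and FPKM over plain read totals (2295 and 785), chosen after seeing the values. The paper states the same direction for CJ03/XS11, where 1040 were upregulated and 1113 downregulated. Upregulated DEGs were the more numerous with a pseudocount of 0.1 (1282 and 1257) and with all 39 libraries in 1 model (1446 and 1329), and with voom (1374 and 1354), the GC covariate (1387 and 1288) and FPKM over plain read totals (1399 and 815), chosen after seeing the values.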

Other observations

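Chosen only after the result was seen were the tests of numbers of DEGs between pairs of lines, the intron, depth and single-library tests of HH1/MH63, the test of XS11, the comparison of neighbouring DEGs between breeding methods and the splits of the libraries for 8 comparisons at the ends of the ranges.

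PC2 was compared with library properties from Table S1 and with depth, in 9 relations. Among libraries of the same line (39 libraries, line means removed), PC2 rose with the percentage of reads in introns (Pearson's r = 0.856, permutation within lines, p = 1e-05, the smallest they can give, Benjamini-Hochberg adjusted p = 9e-05, Spearman's rho = 0.842, p = 1e-05, and r = 0.83 without the 2 farthest libraries). It also rose with the GC percentage of the reads (r = 0.633, permutation p = 0.00332, adjusted p = 0.00747, rho = 0.536, p = 0.00886, and r = 0.534 without the 2 farthest). With the logarithm of the reads on genes r was 0.131 (permutation p = 0.56785, adjusted p = 0.56785, rho = 0.135, p = 0.52554). Between line means, PC2 and the intron percentage had r = 0.978 in the 7 XI lines (exact permutation p = 0.0004, adjusted p = 0.0018, rho = 0.964, p = 0.0028, and r = 0.971 without the 2 farthest lines) and r = 0.974 in the 6 GJ lines (exact permutation p = 0.0028, adjusted p = 0.00747, rho = 0.943, p = 0.0167, and r = 0.991 without the 2 farthest lines). With the GC percentage r was 0.85 in XI (exact permutation p = 0.0183, adjusted p = 0.0329, rho = 0.75, p = 0.0663, and r = 0.546 without the 2 farthest lines) and 0.817 in GJ (exact permutation p = 0.0639, adjusted p = 0.0959, rho = 0.83, p = 0.0583, and r = 0.468 without the 2 farthest lines). PC2 may therefore follow unspliced RNA in the samples or a property of the libraries. The relation with the GC percentage was the weaker one in each set, and no test held one percentage fixed while the other varied.

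On PC2 the mean of the GE lines was below that of the other lines within XI and above it within GJ. Within XI this came from HH1 (-160), since T1C-19 (41.3) lay above MH63, XXY63, JY63 and SY63 and only below XIY63 (75.4). The contrast of GE with other lines differed between the subspecies by 137 units. It was tested by assigning the GE label to 2 lines within each subspecies in all 315 ways (exact two-sided p = 0.1111). It was thus not larger than chance assignment gives at 0.05.

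The number of DEGs between pairs of lines was compared with the difference of the same properties in 6 relations, with one-sided exact p over all relabellings of the lines. In the 21 XI pairs, r was 0.878 with the difference in intron percentage (exact p = 0.0002, adjusted p = 0.0012, rho = 0.804, p = 0.0002, and r = 0.869 without the 2 farthest lines). It was 0.7 with the GC percentage (exact p = 0.0147, adjusted p = 0.0334, rho = 0.617, p = 0.0147), which rests on the 2 farthest lines, since r was -0.215 without them. With depth r was 0.234 (exact p = 0.254, adjusted p = 0.305, rho = 0.206, p = 0.252). In the 15 GJ pairs, r was 0.51 with the intron percentage (exact p = 0.0167, adjusted p = 0.0334, rho = 0.325, p = 0.125) and 0.517 with the GC percentage (exact p = 0.0292, adjusted p = 0.0438, rho = 0.429, p = 0.0528). Both rest on the 2 farthest lines, as r was -0.254 and -0.735 without them. With depth r was -0.02 in GJ (exact p = 0.492, adjusted p = 0.492, rho = 0.036, p = 0.428).

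HH1/MH63 had more DEGs than the other comparisons with MH63, and 4 technical explanations were tested. In models of all 39 libraries, with 3563 DEGs without a covariate, it had 899 with the intron percentage as a covariate (the other MH63 comparisons had 559 to 1737) and 801 with the GC percentage (others 575 to 2317). With libraries thinned to the smallest read total it had 3392 (others 429 to 1756), and with 1 of its 6 libraries left out at least 2921. Depth and a single deviating library therefore do not account for it, and it cannot be told apart from the intron or GC percentage. Wider standard errors of the covariate model were tested as a reason for the fall. With the fold changes of the model without the covariate and the standard errors of the model with it there were 3074 DEGs, so most of the fall came from changed fold changes. With the fold changes of the model with the covariate and the standard errors of the model without it there were 1419. The intron percentage was lower in all 3 HH1 libraries than in the MH63 mean, and whether this is a trait of the plants or of RNA and library preparation was not settled.

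The slope of each gene on the intron percentage was estimated within the lines that are not part of a comparison (33 libraries) and set against that comparison's log2 fold changes. In 11 of 11 comparisons with a parent, the correlation across genes had the sign of the difference in intron percentage (exact one-sided sign test, p = 0.000488), also among reference loci. The comparisons share parents, and genes are not independent replicates. The size of the correlation was 0.011 to 0.638. Over the 11 comparisons it followed the difference in intron percentage (r = 0.985, permutation p = 1e-05, the smallest they can give, rho = 0.982, p = 1e-05, and r = 0.966 without the 2 farthest). Part of the fold changes may thus go with the intron percentage.

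KMD1 and KMD2 shared DEGs against XS11, for which deviation of XS11 itself was tested. XS11 differed in 1 direction from each of the other 5 GJ lines in 29 genes. This number is limited by the comparison with the fewest DEGs, JH1/XS11 with 620, so the test cannot exclude deviation of XS11, and the pattern cannot be told apart from it. Of the 571 DEGs that KMD1 and KMD2 shared, 263 were also DEGs against XS11 in a conventionally bred line, 248 of them in 1 direction in every line in which they were DEGs. Of 41 genes read in all KMD1 and KMD2 libraries and at 0 in XS11, 23 were also read in CJ03, JH1 or T202. A shared descent of KMD1 and KMD2 was not tested.

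Neighbouring DEGs were counted along the order of the reference loci, against 10000 random placements (permutation p, Benjamini-Hochberg adjusted over 11 comparisons). In T1C-19/MH63, 18 DEGs lay next to another DEG (permutation p = 0.0181, adjusted p = 0.0199), in HH1/MH63 354 (p = 0.0536, adjusted p = 0.0536) and in KMD2/XS11 352 (p = 0.0009, adjusted p = 0.0011). The numbers were 57 in KMD1/XS11, 262 in XIY63/MH63, 95 in XXY63/MH63, 202 in SY63/MH63, 112 in JY63/MH63, 258 in CJ03/XS11, 83 in JH1/XS11 and 324 in T202/XS11 (permutation p = 0.0001 in each, the smallest they can give, adjusted p = 0.000138). The excess over random placement was 2.41% to 10.7% of the DEGs in GE lines and 10.1% to 26.7% in conventionally bred lines (exact permutation test over 330 assignments, p = 0.0121). As a number of DEGs the difference had p = 0.0061, and as a ratio to random placement p = 0.242, by the same exact test, so it depends on the measure. Segments inherited from another parent could give such neighbours, which remains a hypothesis.

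Predicted genes were more often DEGs than reference loci at the same mean number of reads in each of the 11 comparisons, by a factor of at least 1.083, so fewer reads on predicted genes do not account for their share. No biological explanation was tested.

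For each of the 11 comparisons with a parent and 8 at the ends of the ranges (SY63/JY63, XIY63/SY63, KMD1/KMD2, HH1/KMD2, JY63/CJ03, XIY63/T202, KMD1/JH1 and T1C-19/XS11), the 6 libraries were also split in other ways. Of the 4 splits that part libraries with the same replicate number, 1, the real one, gave as many DEGs. Of all 10 splits again only the real one did, and the others gave at most 1 DEG. With so few splits the share cannot fall below 0.05, so this count alone cannot exclude a chance split of the libraries.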
